# Functional characterization of podocyte-expressed THSD7A in experimental membranous nephropathy

**DOI:** 10.1172/jci.insight.198363

**Published:** 2026-02-26

**Authors:** Ming Huang, Moritz Lassé, Silke Dehde, Felicitas E. Hengel, Fatih Demir, Anja M. Billing, Ning Song, Larissa Seifert, Oliver Kretz, Florian Grahammer, Ulf Panzer, Sebastian Brähler, Tobias B. Huber, Gunther Zahner, Markus M. Rinschen, Nicola M. Tomas

**Keywords:** Cell biology, Immunology, Nephrology, Autoimmune diseases, Chronic kidney disease

## Abstract

Although the pathogenic role of autoantibodies targeting the podocyte protein THSD7A in membranous nephropathy (MN) is well described, the consequences of autoantibody binding for podocyte homeostasis and the function of THSD7A remain unclear. Here, we induced an MN model in control and podocyte-specific *Thsd7a*-KO (*Thsd7a^–/–^*) mice using rabbit anti-THSD7A antibodies, followed by transcriptome and proteome analyses. Anti-THSD7A antibodies in WT mice caused significant loss of key slit diaphragm (SD) proteins, such as nephrin and NEPH1, without transcriptional downregulation. Glomeruli showed substantial transcriptomic and proteomic reconfiguration indicative of extensive podocyte injury, including disruptions in podocyte adhesion, cytoskeletal dynamics, and marked upregulation of ubiquitin-proteasome system components, cathepsins, and ADAM proteases. Notably, experiments in C3-deficient mice revealed that proteolytic activation and SD protein loss are driven by complement-independent pathways. *Thsd7a^–/–^* mice only displayed a mild phenotype under basal conditions, and they were completely protected from MN development upon anti-THSD7A antibody transfer. Finally, interactome analysis identified a protein complex, including THSD7A and integrin α3, linking THSD7A complexes to pathogenic regulation of cytoskeleton, adhesion, and membrane signaling in MN. Thus, anti-THSD7A antibodies induce profound molecular reconfiguration, including dysregulated proteolytic systems via a complement-independent pathway, revealing potential therapeutic targets in MN.

## Abstract 2

This study elucidates the action of anti-THSD7A autoantibodies in the kidney in the context of autoimmunity.

## Introduction

Membranous nephropathy (MN) is an autoimmune kidney disease and the leading cause of nephrotic syndrome in adults. Circulating autoantibodies against podocyte antigens — primarily phospholipase A2 receptor 1 (PLA2R1, ~70% of cases) and thrombospondin type 1 domain-containing protein 7A (THSD7A, ~5%) — bind to targets at the podocyte membrane, triggering immune complex deposition, podocyte injury, and proteinuria (1–3).

THSD7A is a 250 kDa transmembrane protein composed of 21 thrombospondin type 1 (TSP-1) domains, a single transmembrane domain, and a short intracellular tail (4). It localizes to the basal surface of podocyte foot processes, closely associated with the slit diaphragm (SD) (5). This positioning suggests potential involvement of THSD7A in SD regulation and interactions with extracellular matrix proteins in the glomerular basement membrane (GBM). Indeed, THSD7A has been implicated in cell adhesion, cytoskeletal remodeling, and migration in podocytes and endothelial cells (5, 6). In silico modeling also predicts TSP-1 domains of THSD7A as glycosaminoglycan-binding sites for heparan sulfate, a key GBM component, or similar proteoglycans (7).

Substantial progress has been made in identifying MN-associated autoantigens (3, 8–10), but the physiological roles of these proteins and the mechanisms of antibody-mediated injury remain poorly understood. Although complement activation is thought to contribute to podocyte damage, MN models using THSD7A- and PLA2R1-specific antibodies show substantial proteinuria in complement-deficient mice also (11, 12), suggesting complement-independent injury pathways. These may involve disrupted podocyte signaling or altered cytoskeletal regulation (13).

The SD is a specialized intercellular contact point of podocytes, integrating the structural components of multiple cell junction types such as tight, adhesion, gap, and neuronal junctions (14). Core SD proteins, such as nephrin (NPHS1), NEPH1 (KIRREL1), podocin (NPHS2), and CD2-associated protein (CD2AP), coordinate macromolecular filtration, cytoskeletal anchoring, and dynamic signaling in podocytes. However, how SD signaling interfaces with MN pathogenesis remains unclear.

To elucidate the role of THSD7A in glomerular homeostasis and autoantibody-mediated injury, we performed multiomics profiling in a THSD7A-associated MN model and a podocyte-specific *Thsd7a*-KO (*Thsd7a^–/–^*) mouse line. Using these approaches, we identified dysregulated protein degradation pathways as potential mediators of SD protein loss in MN via a complement-independent mechanism. By resolving the distinct roles of THSD7A in homeostasis and disease, this work advances our understanding of antibody-driven podocyte injury and identifies candidate therapeutic targets for MN.

## Results

### Induction of MN by anti-THSD7A IgG leads to glomerular injury and cellular rearrangement.

To investigate mechanisms of antibody-mediated podocyte injury in MN, we employed an experimental THSD7A-associated MN model (Figure 1A) (15). Mice injected with rabbit anti-THSD7A IgG developed progressive albuminuria (Figure 1B), with granular IgG deposits colocalizing with THSD7A along the glomerular filtration barrier (Figure 1C). In contrast, control IgG-injected mice remained unaffected.

Given the role of SD protein loss and cytoskeletal disruption in podocyte injury (12, 16–18), we assessed the expression of key podocyte markers. In MN mice, THSD7A and synaptopodin remained unchanged (Figure 1C and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.198363DS1), but nephrin and NEPH1 were markedly reduced (Figure 1, D and E, and Supplemental Figure 1, C and D). Podocyte number, based on DACH1 staining, was unaltered (Figure 1F), indicating that SD protein downregulation was independent of podocyte loss. Deposition of the central complement component C3 was observed at the glomerular filtration barrier of MN mice but not of controls (Supplemental Figure 1E).

To capture antibody-induced molecular changes, we performed bulk RNA-Seq on isolated glomeruli from control and MN mice at early (day 1, minimal albuminuria) and late (day 5, overt albuminuria) stages (Figure 1, A and B). 

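Glomerular RNA was sequenced from 5 mice injected with control rabbit IgG and from 4 mice at day 1 and 4 mice at day 5 after injection of 2 mg of rabbit anti-THSD7A IgG. The authors combined control mice of both days into 1 group, and the paper's text does not name the day of each control mouse. They quantified the reads against GRCm39 with Kallisto, a program that assigns reads to transcripts without aligning them to the genome. The authors deposited TPM values, transcript abundances rescaled to a fixed total per library, for 35967 gene symbols in 13 libraries. The rescaling removes the read depth, which was therefore unknown, and no counting error could be attached to a value. The listed TPM summed to a median of 994252 in control libraries, 992476 at day 1 and 990969 at day 5. Between 46.5% and 49.5% of the symbols were listed at 0 in a library, and the 100 genes with the highest TPM took 23.6% to 27.3% of it. Spearman correlations between libraries across all 35967 symbols, those at 0 included, lay between 0.947 and 0.955. For the comparisons, TPM were divided by median-of-ratios factors (0.955 to 1.04), 0.5 was added, and log2 was taken. Tests covered the 14322 genes with a TPM of at least 1 in at least 4 libraries. All 3 groups entered 1 limma fit with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was called at the paper's thresholds, an adjusted p-value under 0.05 and an absolute log2 fold change above 0.5. The paper applied these thresholds to DESeq2 tests of counts, which were not used here. Fold changes are on the log2(scaled TPM + 0.5) scale and understate the change of genes with low TPM.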

Principal component analysis (PCA) showed distinct separation of day 5 MN samples, and day 1 samples partially overlapped with controls, suggesting early changes were modest (Supplemental Figure 2A). 

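Scores were computed from the 500 genes with the highest variance. Principal component 1 held 16.6% of the variance and principal component 2 held 10.6%. Day 5 MN libraries scored between 9.33 and 23.3 on principal component 1, above all control libraries (-11.7 to -7.17) and all day 1 MN libraries (-8.97 to -4.52). On principal component 2, day 1 MN libraries (-7.17 to 15.3) overlapped with control libraries (-11.8 to 1.32). The centroids of day 5 MN and control libraries lay 26.2 apart on these components (exact one-sided permutation test, p = 0.00794, the smallest p that 126 splits allow). Day 1 MN and control centroids lay 9.44 apart, a distance that did not exceed the spread among other splits of these libraries (p = 0.119, same permutation test). Day 5 and day 1 MN centroids lay 25.2 apart (p = 0.0286, permutation test, the smallest p that 35 splits allow). Using all tested genes moved these distances most, to 41.7 for day 5 MN and 27.9 for day 1 MN against control (permutation p = 0.0556 for day 1).

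**Figure D1:**
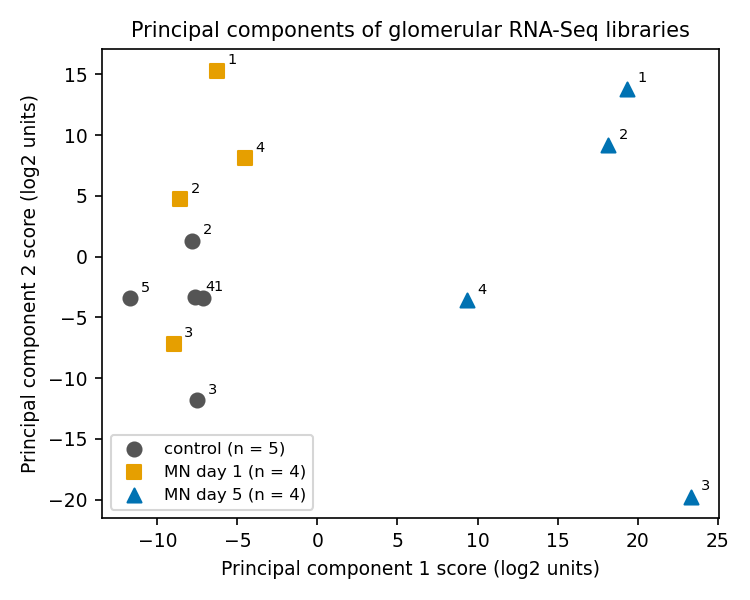
Scores of each library on principal components 1 and 2 (log2 units), with the replicate number beside each point. Circles are control mice (n = 5), squares MN mice at day 1 (n = 4) and triangles MN mice at day 5 (n = 4). The 4 day 5 libraries lie at positive scores on principal component 1, and the day 1 libraries lie beside the control libraries.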

Differential expression analysis revealed 57 altered transcripts (50 upregulated and 7 downregulated) on day 1 of MN, increasing to 666 (489 upregulated and 177 upregulated) by day 5 (Figure 1G). 

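Of the 14322 genes tested, 13 were called at day 1, of which 8 were higher and 5 lower in MN than in control mice. At day 5, 460 genes were called, 347 higher and 113 lower. For 423 of these 460 genes, the TPM of day 5 MN and control libraries did not overlap. Without the fold change threshold, 19 genes passed at day 1 and 876 at day 5. The day 1 count moved most when control replicate 5 was left out, to 217 genes. With only the 2 compared groups in the fit it was 2. With a score of tubular marker genes as a covariate, a setting chosen after seeing the data, it was 0, and 1164 genes had an unadjusted p under 0.05. With this covariate, the 13 genes had a median log2 fold change ratio of 1.00 and a median standard error ratio of 1.42. *Pvalb*, itself a member of the score, kept 0.57 of its log2 fold change. The day 5 count stayed between 338 and 476 under the other settings that kept both thresholds. Among called genes whose libraries did not overlap, the largest increase at day 1 was that of *Gm14288* (log2 fold change 2.46, standard error 0.41, adjusted p = 0.0409, limma with Benjamini-Hochberg adjustment), which lies on chromosome 2 of GRCm39 from 175580129 to 175592886. Its TPM was at most 0.00344 in control libraries and at least 0.571 in MN libraries, and 42 annotated genes share at least 90% identity over at least 50% of its transcript, so the share of reads assigned to it is uncertain. It was followed at day 1 by *Pvalb* (1.43), *Maff* (1.40), *Fosb* (1.37) and *Cdsn* (1.32), and the lowest log2 fold changes were those of *Lypd1* (-1.35), *Vash1* (-0.54), *Cdc42bpg* (-0.52), *Pals1* (-0.52) and *Dynll2* (-0.50). At day 5, *Crct1* rose from a TPM of at most 0.206 in control libraries to at least 2.42 (log2 fold change 4.09, standard error 0.47, adjusted p = 1.6e-04, limma with Benjamini-Hochberg adjustment). The mitotic genes *Pimreg* (3.51), *Pbk* (3.37), *Ube2c* (3.26) and *Prc1* (3.25) followed. The largest decreases at day 5 were those of *Gm13537* (-2.35), *Mgat5b* (-1.98), *Scgb3a1* (-1.89), *Lypd1* (-1.73) and *Gm49744* (-1.66). *Gm13537* and *Gm49744* are annotated as processed pseudogenes, and each was at 0 TPM in at least 1 day 5 library. Genes that share sequence with them were not searched for, so the reads assigned to them are uncertain. *Gm13537* had an adjusted p under 0.05 in only 3 of 13 fits that each left out 1 library (limma). Its log2 fold change lay between -2.71 and -1.67 in these fits. The numbers were 13 for *Mgat5b* and *Lypd1*, 12 for *Scgb3a1* and 11 for *Gm49744*. Between day 5 and day 1 MN libraries, 259 genes differed at these thresholds, 202 of them higher at day 5.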

Pathway analysis indicated upregulation of cell cycle, DNA repair, extracellular matrix–receptor interaction, and protein kinase signaling in day 5 MN mice (Supplemental Figure 2B). 

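Gene families were tested as sets with limma's camera, a test that compares the genes of a set with all other genes, and p-values were adjusted over 20 sets at both days. The sets were written from gene symbols and marker lists and are not the Enrichr terms of the paper. At day 5, genes of the G2 and M phases had a median log2 fold change of 1.67 over 53 genes (adjusted p = 2.7e-47, limma's camera with Benjamini-Hochberg adjustment). S phase genes had a median of 0.85 over 44 genes (adjusted p = 1.1e-31, limma's camera). Fanconi and homologous recombination genes, which repair DNA, had a median of 0.45 over 25 genes (adjusted p = 1.4e-05, limma's camera). Genes of extracellular matrix-receptor interaction changed less, with a median of 0.17 over 64 genes, 49 of them higher (adjusted p = 5.5e-06, limma's camera). Camera assumes a fixed correlation between genes, so each set was also tested over 100 splits of the control and day 5 MN libraries, the real split included. Only the real split gave a camera p as small as observed for the S phase and for the G2 and M phase genes, against 3 splits for the repair genes and 4 for the extracellular matrix genes. The choice that moved the number of sets past 0.05 most was fry, a test of the set's own genes, which left 10 of 40 set tests, against 20 with camera. The repair genes passed under every setting but 1, the filter that kept genes with a TPM of at least 1 in every library, where their median was 0.09 and their adjusted p was 0.316 (1.3e-07 to 0.316 over 24 settings, limma's camera or fry).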

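Transcripts that Figure 1H lists as podocyte-expressed were followed in the same fit. Of the 32 genes in its lower part, all 32 had a negative log2 fold change at day 5, with a median of -0.61 and a range from -1.35 to -0.44, and 22 were called. At day 1 the same genes had a median of -0.33 and 2 were called, *Vash1* and *Dynll2*. All 7 genes in its upper part were higher at day 5, with a median of 0.64, and 4 were called. These lists are the paper's own calls on these libraries, so the shared direction is not independent evidence. *Thsd7a*, on chromosome 6 of GRCm39 from 12311609 to 12749439, had a TPM of 174 ± 34.6 (SD, n = 5) in control mice, 124 ± 21.1 (SD, n = 4) at day 1 and 97.2 ± 15.5 (SD, n = 4) at day 5. Its log2 fold change at day 5 was -0.79 (standard error 0.16, adjusted p = 0.0112, limma with Benjamini-Hochberg adjustment), and at day 1 it was -0.42 (adjusted p = 0.331, limma). *Magi2*, on chromosome 5 from 19431741 to 20909790, had a TPM of 131 ± 26.6 (SD, n = 5) in control mice and 83 ± 11.3 (SD, n = 4) at day 5. Its decrease of -0.60 did not pass the threshold (standard error 0.18, adjusted p = 0.0661, limma). Control replicate 2 had the lowest *Magi2* TPM of the control mice, 85.0 against 136 to 152 in the others, and without it the adjusted p was 0.00539 (0.00539 to 0.179 across the fits that each left out 1 library).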

Podocyte-specific transcripts remained stable at day 1 but were mostly downregulated at day 5 (Figure 1H), including 2 SD transcripts, *Magi2* and *Thsd7a*. 

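Among the genes that Figure 1H groups under adhesion, all 7 of the upper part were higher at day 5, with log2 fold changes from 0.51 to 1.30, the highest being that of *Tagln*, and 5 were called. All 15 of the lower part were lower, with a median of -0.60, and 12 were called. At day 1 none of these genes was called. Several of the called adhesion genes, among them *Pard3b*, *Pak1* and *Plod2*, also count among the called podocyte genes. The counts are therefore not separate results. Of the 83 cytoskeletal genes that Supplemental Figure 2C lists as higher, 78 passed the filter on low TPM. All 78 were higher at day 5, 66 were called, and their median log2 fold change was 1.38, with *Prc1* the highest. Their median at day 1 was -0.02, with 36 genes higher and 42 lower. Of the 13 cytoskeletal genes listed as lower, 8 were called at day 5, with a median of -0.61, and 1 was called at day 1, *Dynll2*. The lists come from the same libraries and their direction was therefore given in advance.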

Genes linked to podocyte adhesion, actin binding, and cytoskeletal remodeling were also dysregulated at day 5 (Figure 1H and Supplemental Figure 2C), reflecting antibody-induced podocyte injury (19, 20).

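Calls at both time points were intersected. Of the 13 genes called at day 1, 11 were also called at day 5, 6 of them higher and 5 lower at both. The shared genes were *Cdc42bpg*, *Cdsn*, *Dynll2*, *Egr1*, *Gm14288*, *Lrtm2*, *Lypd1*, *Maff*, *Pals1*, *Tnfrsf12a* and *Vash1*. Figure 1J lists 9 of these 11, and *Dynll2* and *Pals1* fall outside it. Of the genes listed in Figure 1J, 25 passed the filter on low TPM and *Pde1b* did not. At day 1, 10 of the 25 were called, and at day 5, 22. The 19 tested genes that the figure shows as higher were all higher at day 1, with a median log2 fold change of 0.80. Their direction was given in advance, since the list comes from these same libraries. *Tfrc*, which the figure shows as higher at day 1 and lower at day 5, had log2 fold changes of 0.78 and -0.53 (standard error 0.22 for each, adjusted p = 0.238 and 0.202, limma with Benjamini-Hochberg adjustment). The difference of -1.31 between the days passed the threshold (adjusted p = 0.00837, limma), but not with the tubular marker score as a covariate (adjusted p = 0.321, limma). Without control replicate 5, 20 genes were shared, the highest number of any setting.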

Across time points, 26 genes were consistently dysregulated (Figure 1, I and J), with more than half exhibiting higher expression in podocytes (21). Pathway enrichment analysis implicated inflammation and cellular stress, such as NGF-NTRK1 signaling, receptor tyrosine kinase activity, and O-glycosylation of thrombospondin type 1 repeat-containing proteins (Supplemental Figure 2D).

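The genes with thrombospondin type 1 repeats in this group are *Adamtsl2* and *Adamts9*. *Adamtsl2* had a TPM of 12.1 ± 2.32 (SD, n = 5) in control mice, 17.1 ± 1.88 (SD, n = 4) at day 1 and 28.1 ± 7.21 (SD, n = 4) at day 5. Day 5 replicate 1 lay apart from the other day 5 libraries, at a TPM of 38.8 against 23.2 to 25.3. Its log2 fold change was 1.21 at day 5 (standard error 0.16, adjusted p = 6.4e-04, limma with Benjamini-Hochberg adjustment) and 0.54 at day 1 (adjusted p = 0.246, limma). *Adamts9* rose from 7.72 ± 0.914 TPM (SD, n = 5) to 11.2 ± 1.38 (SD, n = 4) and 17.1 ± 1.22 (SD, n = 4). Its log2 fold change was 1.13 at day 5 (standard error 0.11, adjusted p = 5.5e-05, limma) and 0.55 at day 1 (adjusted p = 0.0982, limma). No day 1 library overlapped with a control library for *Adamts9*, and its day 1 adjusted p was under 0.05 in 1 of 13 fits that each left out 1 library, the fit without control replicate 5.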

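The stress-response genes *Tnfaip3*, *Egr1*, *Egr3*, *Maff*, *Fosb* and *Klf4* were higher in MN than in control mice at both days. At day 1, *Maff* (standard error 0.17, adjusted p = 0.00832), *Egr1* (log2 fold change 0.94, adjusted p = 0.0271) and *Fosb* (adjusted p = 0.0395) were called, with p-values from limma with Benjamini-Hochberg adjustment. *Klf4* had the same adjusted p as *Egr1* with a log2 fold change of 0.498, just under the fold change threshold. *Tnfaip3* (0.79, adjusted p = 0.109) and *Egr3* (0.80, adjusted p = 0.33) did not pass at day 1 by limma. At day 5, *Egr3* (1.28), *Maff* (1.03), *Tnfaip3* (0.81), *Egr1* (0.65) and *Klf4* (0.65) were called. The day 5 log2 fold change of *Fosb* was 0.51 (standard error 0.22, adjusted p = 0.212, limma), with TPM of 0.694 ± 0.228 (SD, n = 5) in control mice, 2.55 ± 0.849 (SD, n = 4) at day 1 and 1.17 ± 0.25 (SD, n = 4) at day 5. Across the fits that each left out 1 library, *Maff* passed at day 1 in 13 of 13, *Egr1* in 8 and *Fosb* in 2.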

Protein network analysis via STRING (22) identified key hubs such as *Tnfaip3* (23), a regulator of NF-κB signaling, and transcription factors *Egr1*, *Egr3*, *Maff*, *Fosb*, and *Klf4* (Figure 1K), all previously implicated in cellular stress responses and injury pathways, including demonstrated roles in podocytes (24–27). We validated key genes by qPCR, which was in line with RNA-Seq findings (Supplemental Figure 2E).

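In the RNA-Seq libraries, the genes measured in Supplemental Figure 2E spanned a wide range of abundance. *Tnfrsf12a* had a TPM of 37.9 ± 5.81 (SD, n = 5) in control mice, 89.8 ± 17.6 (SD, n = 4) at day 1 and 80 ± 23.8 (SD, n = 4) at day 5, with log2 fold changes of 1.27 and 1.07. Control replicate 2 had the lowest value for this gene, 27.8, against 38.7 to 42.5 in the other control mice. *Egr1* rose from 11.1 ± 1.85 TPM (SD, n = 5) to 21.2 ± 4.41 (SD, n = 4) at day 1 and 17.2 ± 2.02 (SD, n = 4) at day 5. *Tnfaip3* rose from 7.04 ± 1.62 (SD, n = 5) to 12.2 ± 2.81 (SD, n = 4) and 12.2 ± 0.788 (SD, n = 4). *Egr3* had the lowest abundance, with 0.487 ± 0.273 TPM (SD, n = 5) in control mice, 1.16 ± 0.274 (SD, n = 4) at day 1 and 1.98 ± 1.22 (SD, n = 4) at day 5, so that its fold change depended most on the pseudocount (0.96 to 1.82 at day 5 over the settings other than leaving out libraries). For all 4 genes and both days, no MN library overlapped with a control library.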

To assess translational relevance, we mapped murine differentially expressed genes to glomerular transcriptomes from patients with MN in the NEPTUNE cohort. We identified 102 conserved transcripts with mostly consistent regulation patterns across species (Figure 1L and Supplemental Figure 3A), and approximately half showed high podocyte expression within glomerulus (Supplemental Figure 3B).

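Supplemental Figure 3 names 101 of these transcripts in legible form, and their mouse side was read from the day 5 comparison. Of the 72 shown as higher in mice, 67 passed the filter on low TPM. All 67 were higher, 54 were called, and the median log2 fold change was 0.67. All 29 shown as lower were lower, 13 were called, and the median was -0.58. The mouse directions come from these same libraries and were therefore given in advance. At day 1, 3 of the 96 tested genes were called, *Fosb*, *Egr1* and *Vash1*. The human libraries were not analysed here.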

Together, these results define the transcriptomic landscape of anti-THSD7A IgG–induced MN, implicating pathways related to cellular stress, structural disassembly, and inflammation, with relevance to human disease.

### Generation and characterization of podocyte-specific Thsd7a-KO mice.

To investigate the role of THSD7A in anti-THSD7A IgG–induced transcriptional changes, we next generated podocyte-specific *Thsd7a*-KO (*Thsd7a^–/–^*) mice. By crossing *Thsd7a^tm1c^* (Cre^–^/*Thsd7a^fl/fl^*) mice with podocin-Cre mice, *Thsd7a^tm1d^* mice (Cre^+^/*Thsd7a^fl/fl^* mice) were established with efficient deletion of exon 4 of *Thsd7a* and selective THSD7A loss in podocytes (Figure 2A). Cre^–^/*Thsd7a^fl/fl^* littermates, which possess a functionally WT *Thsd7a* locus, served as controls. Immunoblot analysis confirmed the absence of THSD7A protein in isolated glomeruli of *Thsd7a^–/–^* mice, with nephrin levels remaining unchanged (Figure 2B). Immunofluorescence showed THSD7A expression adjacent to nephrin in control animal podocytes, whereas THSD7A was absent in *Thsd7a^–/–^* mice (Figure 2C). Analysis across organs revealed highest THSD7A abundance in the kidneys and brain, with lower levels in the heart, lung, spleen, colon, and intestine, consistent with human protein atlas data (28, 29) (Supplemental Figure 4A). THSD7A protein levels remained unchanged in other organs and tubular cells of *Thsd7a^–/–^* mice, confirming KO specificity to podocytes (Supplemental Figures 4, A and B) (30).

Phenotypically, *Thsd7a^–/–^* mice monitored for 12 months showed no major glomerular alterations by light microscopy compared with controls (Figure 2D). *Thsd7a^–/–^* mice, but not control mice and podocin-Cre mice, exhibited a trend toward increased albuminuria during the first 6 months of life (Figure 2E and Supplemental Figure 4C) and a moderate but significant broadening of podocyte foot processes at 6 months (Figure 2F). Although podocyte density declined with age, no significant differences were found between *Thsd7a^–/–^* and control mice, as indicated by DACH1 staining (Figure 2G). These results suggest that podocyte-specific THSD7A deficiency mildly compromises the glomerular filtration barrier without causing severe damage up to 12 months of age.

### Loss of Thsd7a is largely compensated by changes in scaffold proteins and metabolism.

To better understand the mild structural and functional changes in *Thsd7a*^–/–^ mice, we performed proteomic analysis of isolated glomeruli from *Thsd7a*^–/–^ mice and controls. Among 7,247 identified proteins, THSD7A, SNTB2, and TSPAN5 were significantly downregulated in *Thsd7a^–/–^* mice (Supplemental Figure 4D), with THSD7A levels reduced approximately 50-fold in the KO mice. Notably, the syntrophin adaptor proteins SNTA1 and SNTB2, their cytoskeletal anchor utrophin (UTRN), the tetraspanin TSPAN5, and its interacting metalloprotease ADAM10 were markedly dysregulated (Figure 2H). Syntrophins function as scaffold proteins linking surface receptors, ion channels, and signaling proteins to dystrophin/utrophin complexes, thereby mediating signal transduction and critical cellular processes (31). TSPAN5, a tetraspanin of the C8 subgroup, regulates intracellular trafficking and ADAM10 activity (32), which was also downregulated in *Thsd7a^–/–^* glomeruli. Key SD-associated proteins remained unchanged (highlighted in orange in Supplemental Figure 4D). These findings suggest that THSD7A deficiency is partly compensated by alterations in scaffolding and proteolytic proteins, helping maintain physiological function in podocytes.

Gene set enrichment analysis revealed that proteins involved in metabolic pathways — such as acyl-CoA metabolism, fatty acid beta-oxidation, proton transmembrane transport, and oxidoreductase activity — were enriched in *Thsd7a^–/–^* glomeruli (Figure 2I). This enrichment indicates increased energy demand in the absence of THSD7A, potentially compensated by enhanced lipid and glucose metabolism. Overall, these data suggest that loss of THSD7A in podocytes triggers compositional changes in membrane proteins alongside elevated metabolic energy expenditure.

### Thsd7a^–/–^ mice are protected from proteinuria and podocyte damage in experimental THSD7A-associated MN.

We next investigated whether podocyte-specific deletion of THSD7A confers protection against anti-THSD7A antibody–mediated glomerular injury. To test this question, both *Thsd7a^–/–^* mice and controls were injected with either control IgG or anti-THSD7A rabbit IgG (Figure 3A). Injection of anti-THSD7A IgG induced significant albuminuria in controls, whereas *Thsd7a^–/–^* mice were completely protected from albuminuria (Figure 3B). Immunofluorescence analysis revealed strong rabbit IgG positivity colocalizing with THSD7A along the glomerular filtration barrier in controls treated with anti-THSD7A IgG (Figure 3C). By contrast, no detectable rabbit IgG was observed in *Thsd7a^–/–^* mice injected with anti-THSD7A IgG or in mice receiving control IgG. Notably, nephrin (Figure 3C) and NEPH1 (Figure 3D), but not synaptopodin (Figure 3E), were markedly reduced and appeared scattered in anti-THSD7A IgG–injected controls, indicating severe SD disruption. Immunofluorescence staining for DACH1 showed no significant reduction in podocyte density across all groups (Figure 3F), indicating that the severe decreases in nephrin and NEPH1 reflect protein regulation changes rather than podocyte loss. Together, these findings demonstrate that *Thsd7a^–/–^* mice are protected from MN in the presence of anti-THSD7A antibodies.

### Proteomic analysis of experimental THSD7A-associated MN.

To further dissect the mechanisms underlying antibody-mediated injury in THSD7A-associated MN, we performed label-free quantitative data–independent proteomics on isolated glomeruli from experimental mice. In total, we identified 9,364 proteins, and PCA revealed clear separation between treatment groups according to the experimental conditions (Supplemental Figure 5A). Comparing controls injected with anti-THSD7A IgG to controls injected with control IgG, we detected 325 significantly regulated proteins (172 downregulated, 153 upregulated) (Figure 4A). When comparing controls with *Thsd7a^–/–^* mice, both injected with anti-THSD7A IgG, 407 proteins were significantly regulated (228 downregulated, 179 upregulated) (Figure 4B).

Podocyte-specific KO of *Thsd7a* prevented the glomerular damage induced by anti-THSD7A IgG observed in controls (Figure 4C). Integrating the datasets from Figure 4, A and B, we identified 118 proteins consistently upregulated in controls injected with anti-THSD7A IgG but reversed in *Thsd7a^–/–^* mice (Figure 4D and Supplemental Figure 5B). These proteins were primarily involved in complement activation, oxidative stress response, and DNA damage pathways (Supplemental Figure 5B). Conversely, 120 proteins downregulated in anti-THSD7A IgG–injected controls were restored in *Thsd7a^–/–^* mice (Figure 4E and Supplemental Figure 5C), with functions linked to epithelial cell polarity, podocyte development, and cell migration.

Notably, several SD proteins such as MAGI2, nephrin, podocin, and NEPH1, but not THSD7A, were markedly decreased in anti-THSD7A IgG–injected controls, indicating disruption of the functional SD (Figure 4F). In contrast, these SD proteins remained at levels comparable to controls in anti-THSD7A IgG–injected *Thsd7a^–/–^* mice (Figure 4F). Furthermore, antibody binding in control MN animals led to complement activation (Supplemental Figure 5D) and downstream podocyte injury, reflected by changes in key adhesion proteins and actin-binding/cytoskeletal components, which were largely mitigated in *Thsd7a^–/–^* mice (Figure 4F and Supplemental Figure 5E).

Gene set enrichment analysis revealed strong activation of pathways related to complement activation, phagocytosis, DNA replication, and electron transport in MN (Figure 4G). Conversely, pathways associated with epithelial and organ morphogenesis, matrix adhesion regulation, MAPK signaling, RHO GTPase activity, and ephrin signaling were suppressed, suggesting glomerular injury characterized by impaired adhesion and cytoskeletal dynamics (Figure 4G). Importantly, KO of *Thsd7a* completely reversed these pathway alterations (Figure 4G).

Together, these results indicate that anti-THSD7A IgG induces extensive proteomic alterations and glomerular injury in controls, while podocyte-specific *Thsd7a* deletion confers robust protection against these changes.

### Integration of transcriptomic and proteomic analyses reveals protein degradation as key mechanisms in experimental MN.

To develop a comprehensive understanding of antibody-mediated injury in experimental THSD7A-associated MN, we integrated transcriptomic and proteomic datasets. We identified 276 significantly regulated gene products (transcripts or proteins) common to both datasets, filtered by adjusted *P* value less than 0.05 (Figure 5A). 

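The transcript side of these genes was read from the day 5 comparison of MN and control glomeruli. *Anln* (log2 fold change 2.54), *Tagln* (1.30), *Maff*, *Ednrb* (0.74) and *Plod2* (0.71) were called as higher. Of the replication and cell cycle genes, *Cdk1* rose most, from a TPM of 5.26 ± 1.79 (SD, n = 5) to 40.6 ± 4.75 (SD, n = 4), a log2 fold change of 2.92 (standard error 0.31, adjusted p = 8.3e-05, limma with Benjamini-Hochberg adjustment). *Mcm6* (1.99), *Ncapg* (1.90), *Ncapg2* (1.85), *Top2a* (1.67), *Mcm5* (1.44), *Mcm2* (1.06), *Smc2* (0.89), *Wdhd1* (0.84), *Mcm3* (0.78) and *Mcm4* (0.56) were also called. *Smc4* passed on its p-value but not on its fold change (0.48, adjusted p = 0.00109, limma). *Mcm7* did not pass (0.34, standard error 0.11, adjusted p = 0.0882, limma). At day 1, *Maff* alone of these 18 genes was called.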

Among these, 53 gene products, including genes related to cytoskeletal remodeling and stress response (*Anln*, *Maff*, *Plod2*, *Tagln*, and *Ednrb*) and genes involved in DNA replication and cell cycle progression (such as *Mcm2-7*, *Wdhd1*, *Top2a*, *Ncapg*, *Ncapg2*, *Cdk1*, *Smc2/4*), were significantly upregulated at both mRNA and protein levels. Conversely, 19 genes, such as *Ephb1*, *Magi2*, *Pak1*, *Pals1*, and *Pard3b* — key players in epithelial cell signaling — were downregulated across both datasets. 

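At day 5, the log2 fold changes of these transcripts were -0.77 for *Pard3b* (adjusted p = 1.9e-04), -0.70 for *Pals1* (adjusted p = 3.7e-04), -0.68 for *Ephb1* (adjusted p = 0.00271) and -0.56 for *Pak1* (adjusted p = 0.0178), each from limma with Benjamini-Hochberg adjustment. TPM fell from 83.8 ± 7.76 (SD, n = 5) to 47.6 ± 3.52 (SD, n = 4) for *Pard3b*, from 117 ± 10.4 (SD, n = 5) to 70.1 ± 4.78 (SD, n = 4) for *Pals1*, from 36.3 ± 4.48 (SD, n = 5) to 21.9 ± 3.19 (SD, n = 4) for *Ephb1* and from 185 ± 25.4 (SD, n = 5) to 122 ± 12.6 (SD, n = 4) for *Pak1*. For these 4 genes no day 5 MN library overlapped with a control library. *Magi2* was not called. The protein values were not analysed here.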

The high correlation between transcriptomic and proteomic changes (Pearson’s correlation = 0.81, Figure 5A) underscores the robustness and directional consistency of these alterations. 

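The *Thsd7a* transcript was lower than in every control library in all 4 MN libraries of day 5, with TPM of 77.3 to 113 against 116 to 206. At day 1 its TPM lay between 106 and 154 and overlapped with control libraries. Its day 5 decrease passed the adjusted threshold in 13 of 13 fits that each left out 1 library, with log2 fold changes from -0.94 to -0.70. Under the alternative scalings, filters and designs it lay between -0.82 and -0.71 and passed in 10 of 10.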

Consistent with clinical observations where MN-specific antigens are elevated (33), THSD7A protein levels were increased; interestingly, however, *Thsd7a* transcript levels were decreased, suggesting altered protein translation and/or turnover. The discrepancy between the unchanged THSD7A pattern in immunofluorescence and the increased detection in the proteome analysis may be explained by reduced accessibility of the protein for the staining antibody in immunofluorescence or protein conformational changes as a consequence of the binding of rabbit anti-THSD7A antibodies in the model.

This strong correlation between transcriptomic and proteomic changes extended to enriched pathways (Supplemental Figure 6). DNA replication and cell cycle pathways were predominantly enriched among commonly upregulated gene products in both datasets. In contrast, complement-related pathways were more enriched in the proteomic dataset, indicating the deposition of circulating complement factors rather than local complement production.

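At the transcript level, 28 of the 44 S phase genes and 40 of the 53 G2 and M phase genes tested were called as higher at day 5, and none as lower. At day 1 none of them was called, and the median log2 fold change was 0.03 in S phase and -0.07 in G2 and M phase genes. The difference between the days was tested directly. It had a median of 0.70 in S phase genes (adjusted p = 7.9e-35, limma's camera with Benjamini-Hochberg adjustment) and of 1.75 in G2 and M phase genes (adjusted p = 4.3e-63, limma's camera). Together the sets hold 97 different genes, of which 68 were among the day 5 calls, and 279 genes called as higher at day 5 lie outside them. The cell type in which these transcripts rose was not determined, since the libraries are of whole glomeruli.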

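Among transcripts, the 24 complement genes tested had a median log2 fold change of 0.08 at day 5, with 13 higher and 11 lower, and the set did not differ from other genes (adjusted p = 0.438, limma's camera with Benjamini-Hochberg adjustment). Called were *Clu* and *C3* as higher and *Masp2* as lower. The log2 fold change of *C3* was 0.89, with a TPM of 1.47 ± 0.545 (SD, n = 5) in control and 3.05 ± 0.753 (SD, n = 4) in day 5 MN mice (adjusted p = 0.041, limma with Benjamini-Hochberg adjustment). Its libraries overlapped, and it passed in 4 of 13 fits that each left out 1 library. *C4b* (-0.27, adjusted p = 0.584) was not called by limma.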

A notable discordance emerged regarding key SD components. Significant decreases were observed at the protein level for nephrin, podocin, NEPH1, ephrin B1 (EFNB1), CASK, and ROBO2 (Figure 5B), consistent with immunofluorescence and immunoblot data showing loss of nephrin and NEPH1 in glomeruli (Figure 1, D and E, Supplemental Figure 1, C and D, and Figure 3, C and D). Intriguingly, corresponding mRNA levels for these proteins did not show similar reductions (Figure 5B). 

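Transcripts of slit diaphragm proteins were compared between day 5 MN and control glomeruli. *Nphs1*, on chromosome 7 of GRCm39 from 30157740 to 30186675, had a TPM of 765 ± 129 (SD, n = 5) in control mice and 654 ± 67.6 (SD, n = 4) at day 5, a log2 fold change of -0.18 (95% confidence interval -0.45 to 0.09, adjusted p = 0.479, limma with Benjamini-Hochberg adjustment). *Kirrel*, which encodes NEPH1, was at 0.20 (-0.0338 to 0.43), *Cask* at 0.20 (-0.06 to 0.47), *Efnb1* at 0.08 (-0.13 to 0.28) and *Robo2* at -0.36 (-0.62 to -0.10). *Robo2* had the lowest adjusted p of these genes, 0.102 by limma. The interval does not exclude a decrease of 0.45 for *Nphs1* on the log2 scale. With 1 library left out at a time, *Nphs1* lay between -0.30 and -0.11 (adjusted p from 0.0635 to 0.699, limma) and *Robo2* between -0.44 and -0.28 (adjusted p from 0.0287 to 0.267, limma). Both were lowest without control replicate 2, the only fit of the 13 in which *Robo2* had an adjusted p under 0.05.

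**Figure D2:**
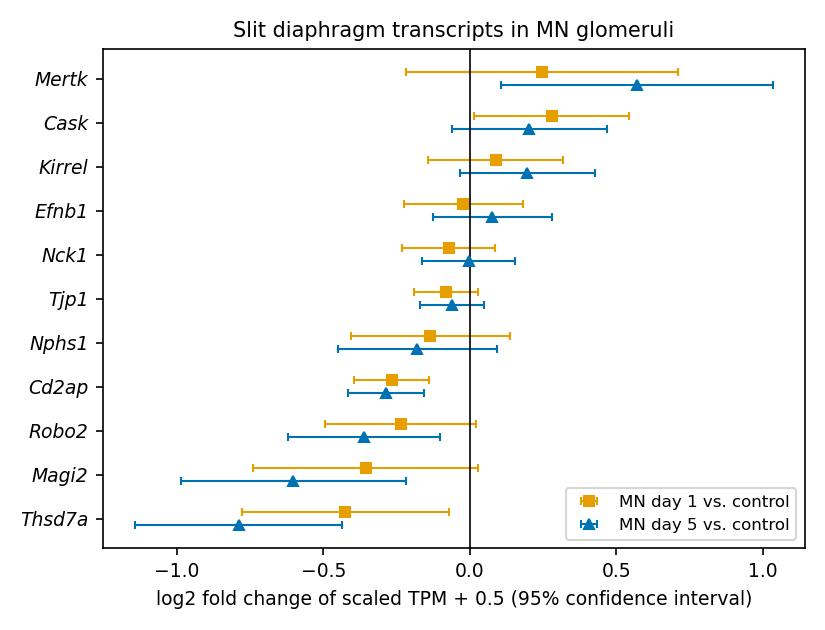
Log2 fold change of 11 slit diaphragm transcripts in MN against control glomeruli (scaled TPM + 0.5), with squares for day 1 and triangles for day 5 (n = 4 MN and 5 control mice) and bars for 95% confidence intervals. At day 5, *Thsd7a* lies lowest at -0.79.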

Since podocyte density remained largely unchanged in MN (Figure 1F and Figure 3F), these findings suggest that reduced protein levels may not be driven by podocyte loss or transcriptional downregulation, but rather through posttranscriptional mechanisms, likely involving enhanced protein turnover and degradation.

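Over the 12 slit diaphragm transcripts of Figures 1H and 5B, 2 had an adjusted p under 0.05 at day 5 when all genes were adjusted together (*Thsd7a* and *Cd2ap*), and 5 when only the 12 were. The latter added *Magi2* and *Robo2*, which were lower, and *Mertk*, which was higher. The decrease of *Cd2ap* lay under the fold change threshold. From protein decreases without matching transcript decreases, and from an unchanged podocyte density, the paper proposes that turnover and degradation of the proteins is raised after transcription.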

To explore this possibility, we examined the involvement of proteolytic and protein degradation systems. The proteolytic pathways, especially the ubiquitin-proteasome system (UPS), were highly enriched in both transcriptomic and proteomic data (Supplemental Figure 7). 

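In the transcript data, the 47 proteasome subunit genes shifted by a small amount at day 5, with a median log2 fold change of 0.08, 39 genes higher and 8 lower. No subunit was called. As a set they differed from other genes (adjusted p = 0.00173, limma's camera with Benjamini-Hochberg adjustment), and 22 of 100 splits of the libraries gave a camera p as small. The shift was similar at day 1 (median 0.06, 38 higher, adjusted p = 0.00199, limma's camera). Ubiquitin-conjugating enzymes had a median of 0.05 at day 5 over 33 genes (adjusted p = 0.0272, limma's camera), and 27 of the 100 splits gave a p as small. Among them *Ube2c* and *Ube2t* were called, both as higher.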

The UPS and the autophagy-lysosomal system are major pathways maintaining cellular homeostasis, including in podocytes (34). Moreover, the superfamily of metalloproteinases, including ADAMs (a disintegrin and metalloproteinases), ADAMTS (a disintegrin and metalloproteinase with thrombospondin motifs), and MMPs (matrix metalloproteinases), catalyze extracellular matrix remodeling and pathological tissue changes (35). We found marked upregulation of various proteolysis-associated gene products in both proteomic and transcriptomic datasets (Figure 5, C and D). 

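Of the 12 genes of the ADAM and ADAMTS families in Figure 5D, all 12 were higher at day 5 and 6 were called, *Adamtsl2*, *Adamts9*, *Adam12*, *Adamts16*, *Adamts1* and *Adam15*. Figure 5D was drawn from these same libraries, so the shared direction is not independent evidence. Over all genes of these families, the 10 ADAM genes had a median log2 fold change of 0.21 with 9 higher (adjusted p = 9.3e-04) and the 14 ADAMTS and ADAMTS-like genes 0.33 with 11 higher (adjusted p = 1.1e-04, limma's camera with Benjamini-Hochberg adjustment). For both sets only the real split among 100 gave a camera p as small. *Mmp17* and *Ctss* were called. *Mmp2* and *Capn5* passed on their p-values but not on their fold changes, and *Capns1* did not pass. As sets, matrix metalloproteinases (median 0.21, adjusted p = 0.109), cathepsins (0.09, adjusted p = 0.499) and calpains (-0.01, adjusted p = 0.691) did not pass by limma's camera.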

In particular, ADAM10, 12, 15, and 17, previously implicated in protein shedding during glomerulonephritis and fibrotic kidney disease (36–39), were markedly increased. 

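At the transcript level, *Adam12* changed most of these 4 genes at day 5. Its TPM rose from 9.87 ± 1.41 (SD, n = 5) to 18.5 ± 3.26 (SD, n = 4), a log2 fold change of 0.90 (standard error 0.14, adjusted p = 0.00166, limma with Benjamini-Hochberg adjustment). *Adam15* rose from 131 ± 16.5 TPM (SD, n = 5) to 184 ± 26.4 (SD, n = 4), a log2 fold change of 0.52 (standard error 0.11, adjusted p = 0.0152, limma), with an adjusted p under 0.05 in 12 of 13 fits that each left out 1 library. Its log2 fold change lay between 0.41 and 0.60 in these fits and between 0.45 and 0.52 under other settings, so it was under the fold change threshold of 0.5 in part of them. *Adam10* rose from 70.5 ± 2.73 (SD, n = 5) to 85.8 ± 4.35 (SD, n = 4). Its log2 fold change of 0.32 passed on its p-value (adjusted p = 0.00128, limma) but lay under the fold change threshold. *Adam17* was 51 ± 2.39 (SD, n = 5) and 54.9 ± 1.21 (SD, n = 4), a log2 fold change of 0.14 that did not pass (adjusted p = 0.237, limma).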

Notably, ADAM10 has recently been shown to cleave both THSD7A and PLA2R1 (40). Additionally, multiple genes linked to the UPS were elevated in MN.

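All 17 ubiquitin-proteasome genes that Figure 5D shows for the transcriptome were higher at day 5, with a median log2 fold change of 0.26, and 5 were called, *Ube2c*, *Uhrf1*, *Ube2t*, *Trim59* and *Dtl*. *Uhrf1*, *Ube2c* and *Dtl* are also members of the cell cycle sets. The smallest increase of the 17 was 0.04. Their shared direction is not independent evidence, since Figure 5D was drawn from these same libraries. Of the 27 genes that Figure 5C shows for the proteome, 23 had higher and 4 lower transcripts, with a median of 0.10, and none was called. The largest increase among these was 0.25 and the largest decrease was -0.34, that of *Gid4*.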

To validate these findings and to define their spatial localization, we performed immunofluorescence staining for ADAM15, the most upregulated metalloproteinase in MN mice (Figure 5C). The results confirmed a significant increase of ADAM15 within the glomeruli of MN mice compared with controls, with a prominent enrichment in podocytes (Figure 5E).

Together, these findings point to a potential role for specific protein degradation systems in the pathogenesis of MN, possibly through the direct or indirect promotion of critical SD protein loss, such as nephrin and NEPH1.

### Complement C3 deficiency attenuates proteinuria but not SD protein loss in MN.

To further dissect whether the observed effects in regard to SD protein loss and activation of proteolytic pathways depend on activation of the complement system, we next induced the MN model in genetically C3-deficient mice (*C3^–/–^* mice) and their *C3^wt^* littermates (Figure 6A). We used a control group consisting of both *C3^–/–^* and *C3^wt^* littermates, which received control rabbit IgG. After the injection of anti-THSD7A IgG, both *C3^wt^* and *C3^–/–^* mice developed significant albuminuria compared with the control group, and albuminuria was reduced by 38% in *C3^–/–^* MN mice at day 5 (mean albumin-to-creatinine ratio at day 5: 166.8 ± 39.8 vs. 103.4 ± 27.7 g/g in *C3^wt^* and *C3^–/–^* mice, respectively, Figure 6B). Anti-THSD7A–injected animals exhibited marked deposition of rabbit IgG along the glomerular filtration barrier (Figure 6C). As expected, C3 deposition was detected only in *C3^wt^* MN mice (Figure 6C).

Notably, the SD proteins nephrin and NEPH1 (Figure 6D) were significantly decreased in both MN groups, whereas no significant difference was identified between *C3^wt^* and *C3^–/–^* mice (Figure 6E). Furthermore, the metalloproteinase ADAM15 was equally upregulated in *C3^wt^* and *C3^–/–^* MN mice MN mice (Figure 6, F and G). Together, these experiments indicate that the loss of SD proteins and proteolytic activation are not a consequence of complement-mediated injury, but represent distinct, complement-independent pathomechanisms.

### THSD7A interacts with integrins in glomeruli.

In order to identify interactors of THSD7A in mouse and human glomeruli, we conducted co-IP experiments using mouse glomerular lysates and anti-THS7DA antibodies purified from patients with MN, followed by label-free quantitative data–independent mass spectrometry analysis. Among the 3,850 quantified proteins, 55 were significantly enriched in the anti-THSD7A co-IP group. Besides THSD7A itself, which was enriched approximately 1,000-fold, notable interactors included integrin α3 (ITGA3), integrin β1 (ITGB1), and podocyte-specific proteins such as the actin-based motor protein MYO10 and cortactin binding protein 2 (CTTNBP2) (Figure 7A). Additional potential binding partners included the nuclear membrane protein emerin, known for its actin-binding properties (41); α-sarcoglycan (SGCA), a component of the dystrophin-glycoprotein complex essential for linking the actin cytoskeleton to the extracellular matrix (42); Rho guanine nucleotide exchange factor 15 (ARHGEF15), which regulates RHO-family GTPases including RHOA, CDC42, and RAC (43, 44); and the G protein–coupled receptor kinase GRK5, a serine/tyrosine kinase involved in GPCR regulation (45). Proteins uniquely detected in the anti-THSD7A IgG co-IP group, but absent in the control IgG group, included additional putative interactors such as PODXL, CD81, and ROBO4 (Supplemental Figure 8A).

These findings align with previous research implicating THSD7A in cytoskeletal regulation, focal adhesion, and membrane dynamics across various cell types, including podocytes (5, 6). Our results suggest that THSD7A plays a key role in the structural membrane organization of podocytes through interactions with these partners. In particular, integrin α3 and β1 usually form the heterodimeric integrin α3β1 receptor, which is critical for podocyte adhesion to the GBM (46). We further validated the specific interaction between THSD7A and ITGA3 in both mouse and human glomeruli by immunoblotting (Figure 7, B and C). Moreover, we tested whether THSD7A and ITGA3 interact directly by performing IP using recombinant protein instead of glomerular extracts. We found that THSD7A does not bind ITGA3 directly (Supplemental Figure 8B), suggesting that these 2 proteins are associated within a larger protein complex.

Integrating the THSD7A interactome with glomerular proteomes from podocyte-specific *Thsd7a^–/–^* mice and MN mice revealed disease-relevant regulatory patterns. Notably, proteins such as SNTB2 and ADAM10, which were downregulated in glomeruli of *Thsd7a^–/–^* mice, were enriched in THSD7A co-IP, suggesting functional and/or physical interactions with THSD7A (Figure 7D). Comparative analysis between the THSD7A interactome and MN proteome uncovered dysregulated interactors implicated in MN pathogenesis (Figure 7E), including proteins involved in RHO GTPase signaling (DOCK4, PAK1, PARD6B, MYO6, NHS, SRGAP1), ephrin signaling (EFNB1, PAK1, FYN), and axon guidance (ROBO2, EFNB1, PAK1, PARD6B, FYN, SRGAP1). Interestingly, we observed an enrichment of CTTNB2 in co-IP and a reduced expression of CTTNBP2 in MN. Given its role as a microtubule-stabilizing THSD7A interactor, our findings suggest its involvement in anti-THSD7A IgG–mediated cytoskeletal disruption.

Collectively, we validated THSD7A interactors in native mouse and human glomeruli and established their potential contributions to MN pathogenesis via dysregulation of cytoskeletal organization, focal adhesion dynamics, and membrane stability.

## Discussion

THSD7A is a critical autoantigen in patients with MN (2); however, its intrinsic role in podocyte biology has remained incompletely understood. Here, we show that THSD7A critically contributes to MN pathogenesis, while podocyte-specific loss of THSD7A causes only mild phenotypic alterations.

To uncover mechanisms of anti-THSD7A antibody–mediated injury, we applied multiomics, including transcriptomics and proteomics, in a passive transfer MN model. Bulk RNA-Seq at peak injury (day 5 after injection) revealed prominent changes in podocyte-specific genes and disruptions in gene products regulating podocyte adhesion and cytoskeleton dynamics. Key pathways implicated included extracellular matrix–receptor interactions, RHO GTPase signaling, transcription factor activity, and cell cycle and DNA damage/repair, which characterize antibody-mediated podocyte injury in MN (Figure 7F).

Integration of transcriptomic and proteomic data revealed stable mRNA levels but markedly reduced protein abundance of key SD components such as nephrin, NEPH1, podocin, and ephrin B1. This critical finding led us to hypothesize that loss of SD proteins may be driven by posttranscriptional mechanisms involving altered protein turnover and degradation, rather than transcriptional downregulation. In line with this hypothesis, our multiomics analysis pointed toward increased proteolytic activity in MN, including regulation of UPS activity, upregulation of lysosomal proteases (cathepsins S/Q), cytosolic calpain 5/S1, and ADAM proteases (ADAM10/15/17), all previously linked to glomerular injury (Figure 7F) (37, 47–49). The pathogenic roles of these systems are well described. For instance, although recombinant cathepsin S alone does not directly induce podocyte injury in vitro, its inhibition attenuates SD protein loss and albuminuria in diabetic mice, consistent with clinical associations with chronic kidney disease progression (47, 48). Similarly, ADAM17 mediates podocyte injury through ectodomain shedding of adhesion molecules, and its KO prevents loss of nephrin and podocin in diabetic kidney disease models (36), aligning with our findings in THSD7A-associated MN. ADAM15, the most upregulated ADAM protease in our data, is known to degrade collagen IV and remodel mesangial matrix (38). Additionally, activation of UPS may also represent another potential mechanism for SD protein loss, as podocin and NEPH1 are known to undergo ubiquitination, and proteasomal inhibition affects nephrin membrane levels by disrupting endocytic turnover (50, 51).

This degradation imbalance observed in MN may be attributed to the anti-THSD7A IgG deposits interfering with the physiological recycling-degradation equilibrium in podocytes. Normally, nephrin and other SD proteins are tightly regulated via endocytosis and recycling to maintain proper surface expression levels and SD integrity (52). Extensive IgG binding at the podocyte membrane may skew this process toward excessive degradation via lysosomal, ADAM, or UPS pathways, ultimately compromising SD integrity. Therapeutic targeting of overactive proteases or UPS components could restore this balance, offering a strategy to mitigate proteinuria and podocyte loss in MN.

Another finding from our integrated multiomics analysis was the strong enrichment of DNA replication and cell cycle pathways. This was associated with upregulation of DNA damage response, cell cycle arrest, and senescence markers, suggesting a maladaptive pathway driving initial podocyte or glomerular dysfunction.

The pathogenesis of MN has long been centered on complement-mediated podocyte injury. Our study now supports a dual-pathomechanism in THSD7A-associated MN. Although the established complement-dependent pathway contributes to proteinuria, as shown by its amelioration in this and other C3-KO or C3-inhibited MN models (11, 12, 53), our findings reveal a critical and parallel complement-independent pathway. Key evidence comes from our *C3^–/–^* mice, which showed profound SD protein loss and activation of proteolytic systems. These results indicate that the identified injury mechanisms are not merely secondary to complement activation. Instead, they likely represent a direct injury pathway triggered by anti-THSD7A antibodies, possibly through disruption of normal podocyte function (53).

In contrast to the profound injury induced by anti-THSD7A antibodies, podocyte-specific THSD7A deficiency caused only mild changes: modest albuminuria and foot process widening without significant podocyte loss. Proteomic profiling confirmed stable expression of key SD proteins in the absence of THSD7A, indicating that in mice, THSD7A is not as critical as nephrin, podocin, or NEPH1 in maintaining filtration barrier function under physiological conditions (16). This divergence suggests that THSD7A may not directly govern filtration barrier stability under physiological conditions and instead may be responsible for subtle regulation of podocyte structure and function.

Interestingly, several podocyte-specific scaffold proteins, including syntrophins, utrophin, and TSPAN5, were altered in *Thsd7a^–/–^* mice. SNTA1, the major syntrophin isoform, and SNTB2 directly bind F-actin and regulate cytoskeletal dynamics (54), while utrophin anchors the cytoskeleton to the GBM (55, 56). The upregulation of syntrophins and dysregulation of utrophin in *Thsd7a^–/–^* mice likely reflect a compensatory remodeling of scaffold networks to stabilize SD architecture in the absence of THSD7A, which may explain the relatively mild phenotype observed (Figure 7F).

We hypothesize that THSD7A functions as a critical adaptor in podocytes via protein interactions. The most compelling evidence emerged from co-IP experiments demonstrating a robust association between THSD7A and integrin α3 in both mouse and human glomeruli (Figure 7F). Our data support an indirect interaction between THSD7A and integrin α3. This indirect linkage is compatible with super-resolution imaging that places the 2 proteins in adjacent but spatially separated membrane domains of podocytes (5). In further support of a multiprotein complex, we detected co-association of known integrin α3β1 partners, including tetraspanins CD81 and CD151 — a known mediator of podocyte-GBM adhesion (57) (log_2_ fold-change = 3.44, *P* = 0.03 in co-IP). Given that integrin α3β1 is the principal laminin receptor essential for podocyte adhesion and structural integrity (58), and that THSD7A overexpression enhances podocyte adhesion and reduces migration (5), we propose a model in which integrin α3β1 acts as the bridge linking a THSD7A-containing complex to the extracellular matrix. Moreover, the interactions of THSD7A with molecules such as sarcoglycan complex SGCA (linking F-actin cytoskeleton and extracellular matrix) (59), molecular motor MYO10 (localized to filopodia tips) (60), actin-binding and polymerization-promoting protein emerin (41), and RHO GTPase ARHGEF15 suggest THSD7A as a central hub coordinating extracellular matrix sensing and cytoskeletal remodeling in podocytes.

Taken together, our integrated analysis suggests that multiple processes, including SD disruption and protein degradation, contribute to MN pathogenesis, while loss of THSD7A alone induces only mild podocyte alterations. Notably, PLA2R1, another major MN antigen, is also dispensable in rodent podocytes (61), suggesting both antigens may not be critical for homeostasis. This may explain the chronic and slowly progressive nature of MN, which usually manifests after prolonged autoantibody exposure (62). This stands in contrast to, for example, the rapid onset of anti-nephrin–associated podocytopathy, where anti-nephrin autoantibodies directly disrupt essential SD function and signaling (63, 64). Silencing or degrading THSD7A and PLA2R1 with antisense oligonucleotides, siRNAs, adeno-associated viral vectors, or PROteolysis TArgeting Chimeras (PROTACs) could represent potential therapeutic approaches to reduce antigen availability and prevent antibody-mediated injury, though challenges in delivery and safety still remain (65–68).

A limitation of our study is the use of bulk RNA-Seq and proteomics from whole glomeruli, which does not allow cell type–specific resolution. Future single-cell or spatial omics approaches will provide deeper insights into MN pathomechanisms. In addition, the critical involvement of protein degradation pathways suggested by our multiomics analysis requires further functional validation in future studies. It is also important to note that the genetic C3 deficiency in the mice used for this study can lead to developmental adaptations of the immune system (69).

In summary, we provide comprehensive transcriptomic and proteomic profiles of antibody-induced glomerular injury in MN. Our data, particularly a notable posttranscriptional discrepancy for key SD proteins, led us to identify and validate the activation of proteolytic degradation as a significant pathological component. A key finding is the delineation of a complement-independent pathway, which drives SD damage and proteolytic activation, alongside the classical complement-dependent injury pathway. We demonstrate THSD7A as a podocyte scaffold protein that associates with integrin α3, likely within a larger molecular complex, coordinating adhesion and cytoskeletal stability. Although dispensable for normal podocyte function, THSD7A deficiency protects from anti-THSD7A antibody–induced injury (Figure 7F). These insights lay a foundation for an improved understanding of MN and propose targeted antigen downregulation and proteostasis modulation as potential therapeutic strategies.

## Methods

### Sex as a biological variable.

For the characterization of *Thsd7a^–/–^* mice, both male and female mice were examined. Given that no significant differences were found between male and female mice, results are reported for both sexes together. In the MN model, only male mice were investigated because MN has a strong dominance for males, and male mice show less variability in phenotype. It is unknown whether the findings in these experiments are relevant for female mice as well.

### Animal experiments.

Podocyte-specific *Thsd7a^–/–^* mice were established using a KO-first strategy (70) as detailed in the Supplemental Appendix, and *C3^–/–^* mice were generated as previously described (12). Experimental MN was induced as previously described (15).

### Histological analyses.

Immunofluorescence staining, PAS staining, and electron microscopic analyses were performed as described in the Supplemental Appendix.

### Co-IP.

For co-IP, glomerular lysates were incubated with either anti-THSD7A IgG purified from patients with THSD7A-associated MN or the same amounts of human control IgG (Aviva Sysbio, OASB01433) followed by addition of protein G agarose beads (GenScript) overnight, as detailed in the Supplemental Appendix.

### qRT-PCR and bulk RNA-Seq.

Total RNA was extracted from mouse glomeruli using RNeasy Mini kit (QIAGEN, 74104), and qRT-PCR was performed as detailed in the Supplemental Appendix. Bulk RNA-Seq libraries were prepared from 500 ng RNA (Novogene NGS RNA Library Prep Set, PT042) and sequenced (150 bp paired-end, NovaSeq 6000) by Novogene. After quality assessment and trimming, paired-end clean reads were aligned to a mouse reference genome (GRCm39, Ensembl 104) and quantified with Kallisto (version 0.46.2) (71). Differential expression analysis was performed using DESeq2 (version 1.38.3) (72) in R (version 4.2.0) (73). Genes with a Benjamini-Hochberg–adjusted *P* value less than 0.05 and an absolute log_2_ fold-change greater than 0.5 were designated as differentially expressed. Heatmaps were plotted using R package Complexheatmap (version 2.15.4) (74). Protein-protein interaction networks were generated using STRINGdb (22). Enrichr (75) and R package fgsea (76) were used for pathway enrichment.

### Proteomics.

Isolated glomeruli for proteomics were prepared as described in the Supplemental Appendix. Raw data were queried using Biognosys Spectronaut 19.0.240606.62635 (Huggins) and the canonical reference proteome for mice from UniProt (UP000000589_10090, 21,949 entries, March 2023) at standard settings. Enzyme specificity was set to trypsin/P, cysteine carbamidomethylation was set as a fixed modification (+57.021464), and methionine oxidation (+15.994914) and protein N-terminal acetylation (+42.010565) were set as variable modifications. Identification was performed with the “directDIA+ (Deep)” workflow, quantification was filtered by “Identified (Qvalue)” for the precursors, and no imputation was carried out. The Spectronaut outputs (normalized log_2_ quantities) were further processed using the DEP2 package (77) in R and RStudio, which internally use limma (78) for comparison testing. We applied a threshold for significance based on a Benjamini-Hochberg–adjusted *P* value less than 0.05 and an absolute log_2_ fold-change greater than 0.5. Gene set enrichment analysis was performed with R packages fgsea and ClusterProfiler (79) as implemented in the DEP2 package.

### Statistics.

Animals were assigned to treatment groups randomly and age-matched between conditions where necessary. Statistical analysis was conducted using GraphPad Prism. Data are shown as mean ± SEM. Differences between 2 groups were analyzed using an unpaired 2-tailed *t* test. Differences between 3 groups or more were calculated using 1-way ANOVA with a post hoc Tukey’s multiple-comparison test. Comparisons with multiple variables were analyzed using a 2-way ANOVA with Bonferroni’s multiple-comparison test. In cases of missing values, differences were analyzed using a mixed-effects analysis with Bonferroni’s multiple-comparison test. Details on experimental replicates and animal numbers are demonstrated in figure legends. A *P* value less than 0.05 was considered significant.

### Study approval.

Animal experiments were approved by the Veterinarian Agency of Hamburg and the local animal care committee (registration N116/2020). The use of human serum for IP studies was approved by the local ethics committee of the Chamber of Physicians in Hamburg. Patients gave written and informed consent.

### Data availability.

The differential expression analyses of mass spectrometry data are available in Supplemental Tables 1–3. Raw mass spectrometry proteomics data and Spectronaut outputs have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (https://www.ebi.ac.uk/pride) with the accession numbers PXD065322, PXD065323, and PXD065344. The bulk RNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus (GEO GSE300256). The differential expression analysis of transcriptomics data is provided in Supplemental Table 4. All data used to create the graphs in the manuscript are available in the Supporting Data Values file.

## Author contributions

GZ, MMR, and NMT jointly supervised the study. MH, ML, SD, FEH, FD, AMB, NS, LS, OK, SB, and GZ performed experiments. FG, UP, and TBH provided expertise and reagents. MH, ML, and MMR analyzed the data. MH and ML wrote the first draft of the manuscript. All authors revised and approved the last version of the manuscript. MH and ML contributed equally as co–first authors. MH conducted the mouse work and transcriptomics analysis, and ML performed the proteomics analysis. MH is listed first for her additional role in coordinating the integration of the datasets and revisions. GZ, MMR, and NMT made equal contributions to this manuscript as last authors.

## Conflict of interest

FEH reports honoraria from Novartis. TBH reports consulting fees from Boehringer Ingelheim, Novartis, Alexion, Pfizer, Retrophin-Travere, and Fresenius Medical Care. MMR reports research funding from Novo Nordisk to Aarhus University unrelated to this topic. NMT reports a patent in relation to the measurement of anti-THSD7A antibodies (EP2015/066881); consultancy fees from Merida Bioscience; and honoraria from CSL Vifor, StreamedUp, Novartis, and AstraZeneca.

## Funding support

- Deutsche Forschungsgemeinschaft (DFG) as part of the collaborative research center TRR 422 PodoSigN (to FG, SB, TBH, MMR, and NMT).
- DFG as part of the collaborative research center 1192 (to FEH, FG, UP, TBH, MMR, and NMT).
- Else Kröner Fresenius Foundation (to FEH).
- DFG (GR 3933/1-2, to FG).
- DFG (RI 2811/1-1, RI 2811/2-1 and FOR2743, to MMR).
- Young Investigator Award from the Novo Nordisk Foundation (NNF19OC0056043, to MMR).
- Carlsberg Young Investigator fellowship (to MMR).
- Aarhus University Research Foundation (to MMR).
- NMT (Emmy Noether Program, to NMT).
- European Research Council (AUTO-TARGET, to NMT).
- Else Kröner Fresenius Foundation (Clinician Scientist Professorship, to NMT).
- European Union.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
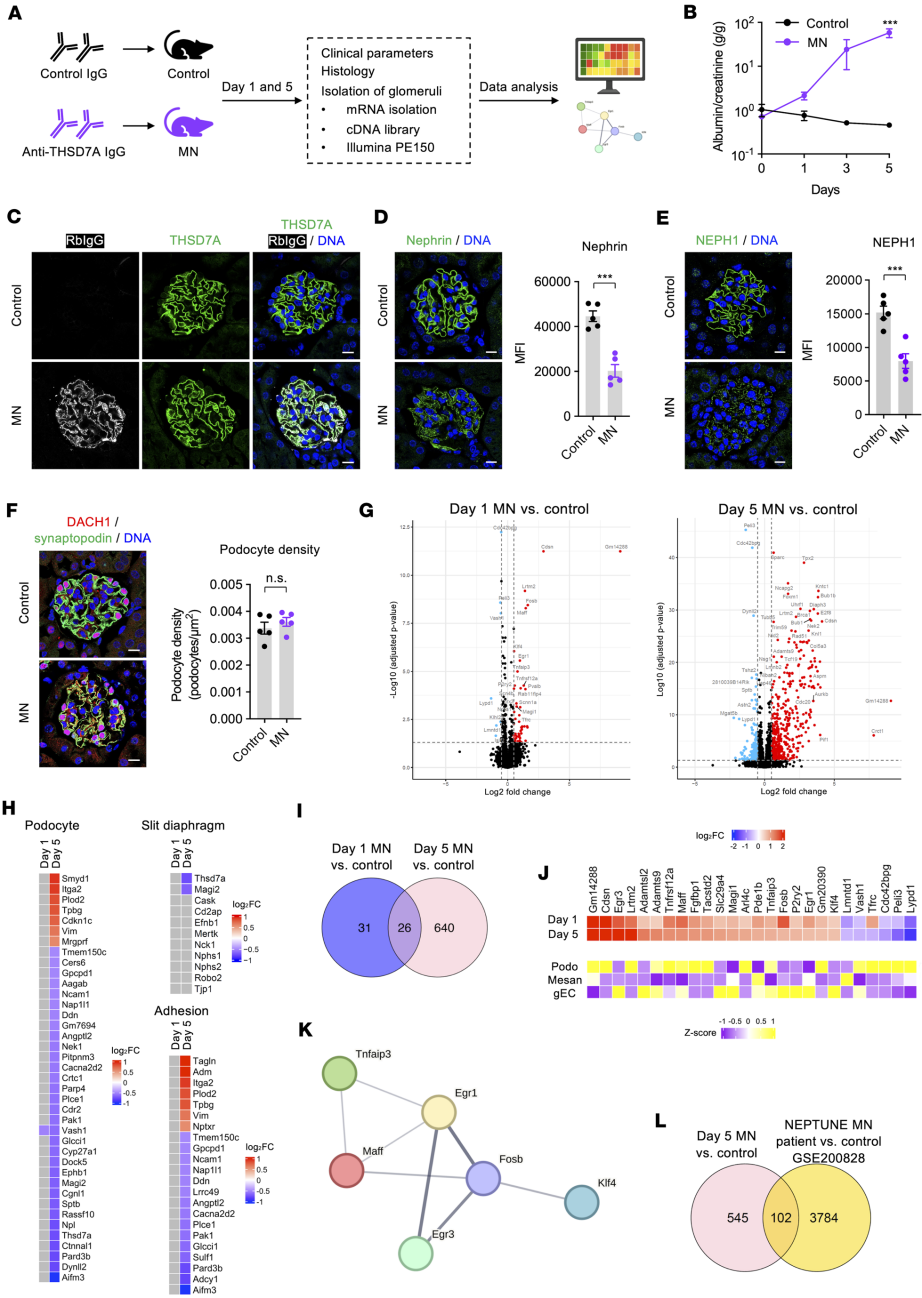
Temporal transcriptomic changes in experimental THSD7A-associated MN. (**A**) Workflow for histology and bulk RNA-Seq in control IgG– and anti-THSD7A IgG–injected mice. (**B**) Urinary albumin-to-creatinine ratio (g/g) over time. ***P < 0.001 (mixed-effects analysis with Bonferroni’s correction). Data are mean ± SEM, *n* = 8–12 per group. (**C**) Representative immunofluorescence staining of rabbit IgG (white) and THSD7A (green) at day 5. Scale bar: 10 μm. (**D**–**F**) Immunofluorescence for nephrin (**D**), NEPH1 (**E**), and DACH1/synaptopodin (**F**) in control and MN mice. Nuclei were counterstained with Hoechst (blue). Scale bar: 10 μm. Right panels: Quantification (MFI) of nephrin and NEPH1, and DACH1-positive podocytes per glomerular tuft. Data are mean ± SEM, *n* = 5. ***P < 0.001 (unpaired 2-tailed *t* test); n.s., not significant. (**G**) Volcano plot of bulk RNA-Seq differential expression. Differentially expressed genes (DEGs) are defined as Benjamini-Hochberg–adjusted *P* value less than 0.05 and |log_2_ fold change (FC)| > 0.5 (*n* = 4–5 biologically independent animals per group). Upregulated DEGs are red, downregulated DEGs blue, others black. (**H**) Heatmaps of log_2_FC of DEGs (day 1 and day 5 MN vs. control) for podocyte, slit diaphragm, and cell adhesion markers. Nonsignificant genes are in gray. (**I**) Venn diagram indicating the exclusive and overlapping DEGs of day 1 and day 5 MN versus control. (**J**) Top: heatmap of 26 DEGs shared between day 1 and day 5 (color indicates log_2_FC). Bottom: heatmap showing the relative expression levels (*z* score) of these genes across major glomerular cell types in a single-cell RNA-Seq dataset (21). Podo, podocytes; Mesan, mesangial cells; gEC, glomerular endothelial cell. (**K**) STRING protein-protein interaction network of key common DEGs of day 1 and day 5. (**L**) Venn diagram showing the exclusive and shared DEGs between day 5 MN versus control and patients with MN versus healthy controls (NEPTUNE glomerular microarray, GEO GSE200828).

**Figure 2:**
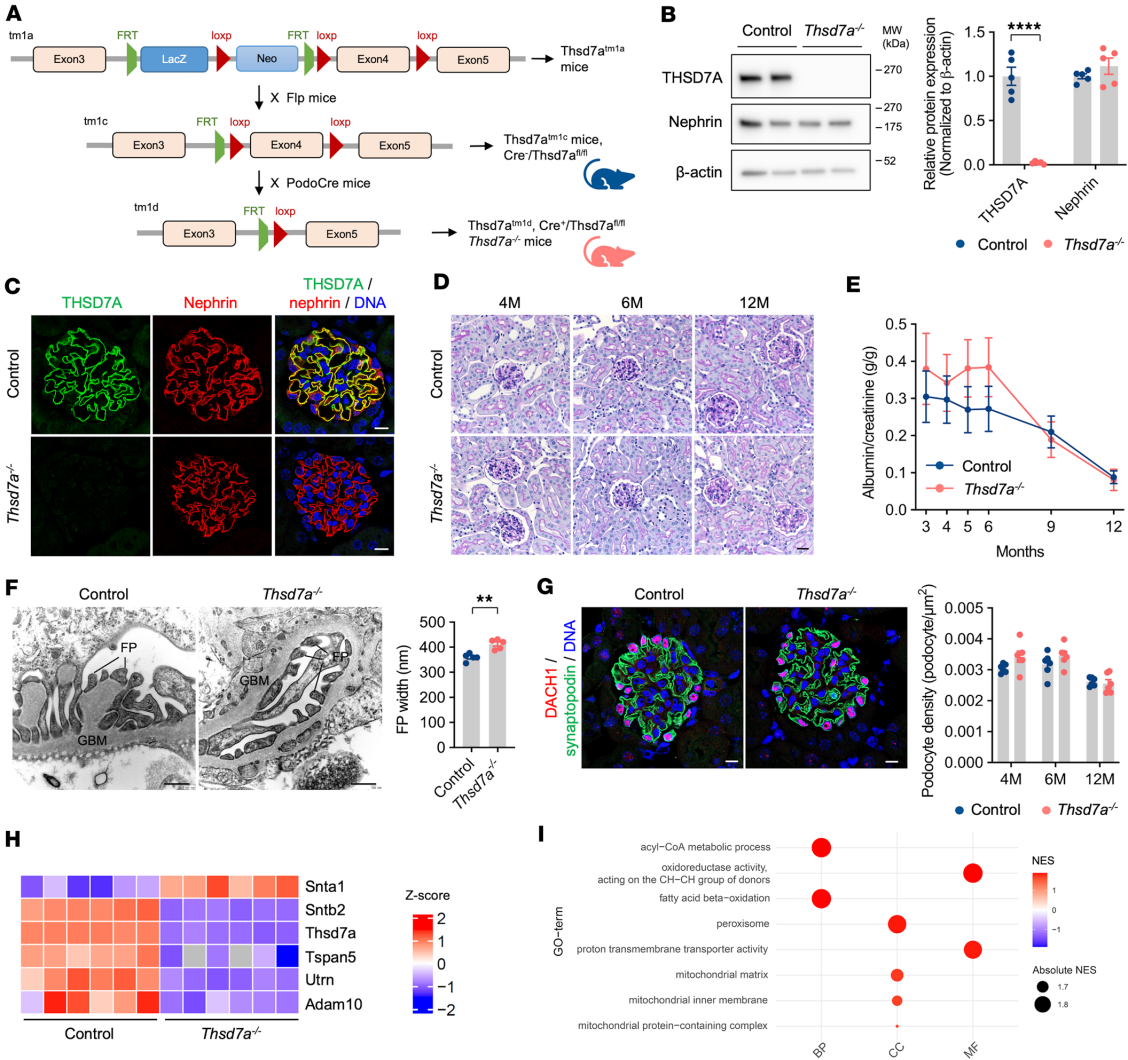
Generation and characterization of podocyte-specific *Thsd7a^–/–^* mice. (**A**) Schematic of generation of podocyte-specific *Thsd7a^–/–^* mice using KO-first strategy. *Thsd7a^tm1c^* mice (Cre^–^/*Thsd7a^fl/fl^*) used as control. (**B**) Representative immunoblotting images revealing decreased expression of THSD7A in isolated glomeruli of *Thsd7a^–/–^* mice (left panel). Individual protein intensity quantified by densitometry and normalized to intensity of β-actin (right panel). ****P < 0.0001 (unpaired 2-tailed *t* test). Data presented as mean ± SEM, *n* = 5. (**C**) Podocyte-specific deletion of THSD7A confirmed by immunofluorescence staining in *Thsd7a^–/–^* mice, and nephrin (red) used as a podocyte marker. Hoechst used as nuclear stain (blue). Scale bar: 10 μm. (**D**) PAS staining of kidney sections showing typical glomerular structures in control and *Thsd7a^–/–^* mice over time. Scale bar: 20 μm. (**E**) Albuminuria measured by albumin-to-creatinine ratio (g/g) over time in control and *Thsd7a^–/–^* mice. Data presented as mean ± SEM, *n* = 22–23 per group. (**F**) Electron microscopic analysis exhibiting glomerular filtration barrier ultrastructure in 6-month-old control and *Thsd7a^–/–^* mice (left panel) and quantification of foot process (FP) width (right panel). GBM, glomerular basement membrane. Scale bar: 500 nm. **P <0.01 (unpaired 2-tailed *t* test). Data presented as mean ± SEM, *n* = 5 per group. (**G**) Representative immunofluorescence staining showing DACH1-positive podocytes (left panel) at 4 months of age and quantification of DACH1-positive podocyte number per glomerular tuft area (right panel). Nuclei counterstained with Hoechst (blue). Scale bar: 10 μm. Data presented as mean ± SEM, *n* = 6 per group. (**H**) Heatmap of row-standardized protein expression (*z* scores of normalized intensities) showing key podocyte markers in control and *Thsd7a^–/–^* mice, measured by mass spectrometry. (**I**) GO enrichment analysis revealing significantly regulated biological processes (BP), cellular components (CC), and molecular functions (MF) in *Thsd7a^–/–^* mice using ClusterProfiler (adjusted *P* < 0.05).

**Figure 3:**
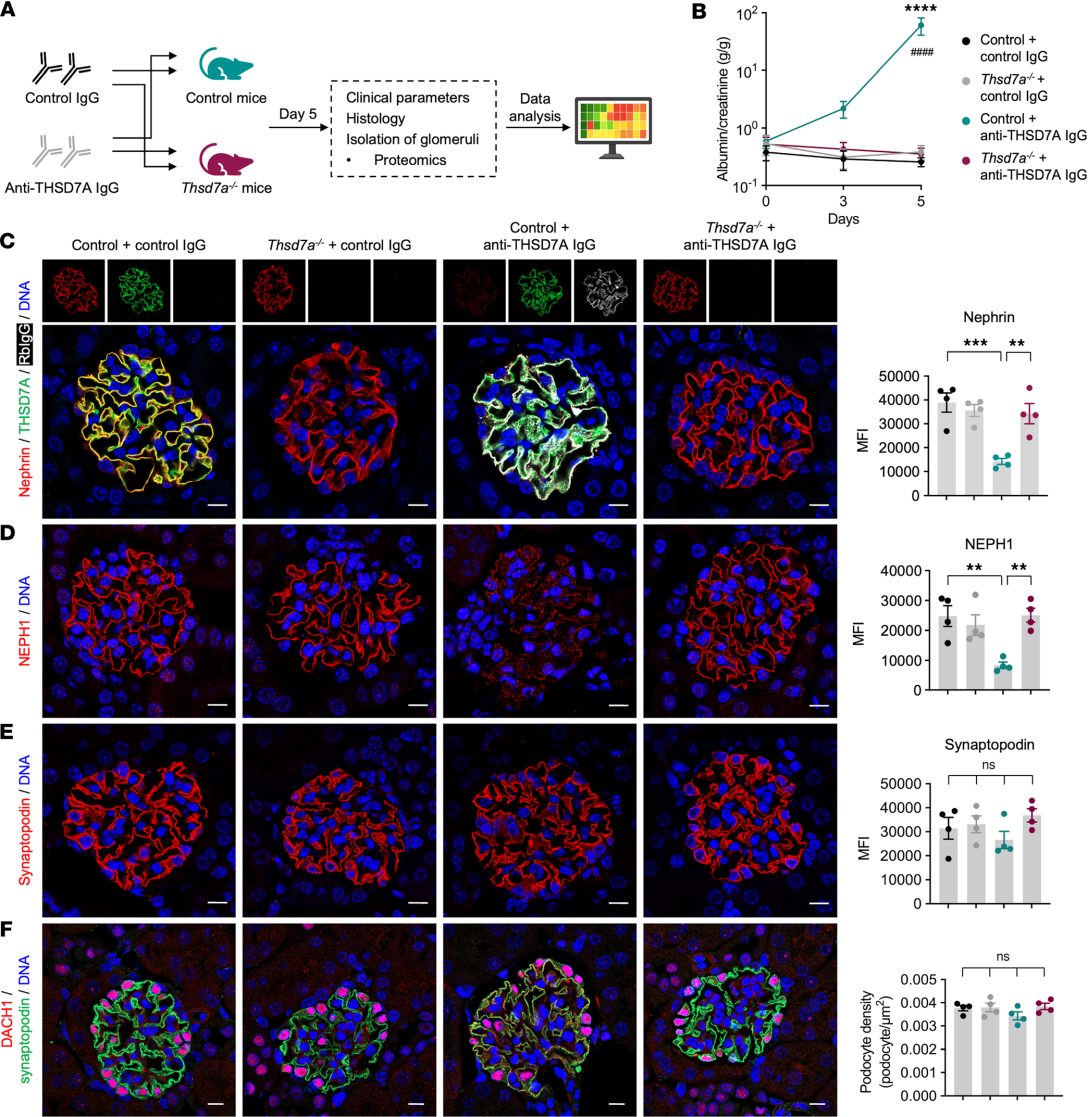
Podocyte-specific *Thsd7a^–/–^* mice are protected from antibody-induced podocyte injury. (**A**) Experimental workflow for control and *Thsd7a^–/–^* mice injected with control IgG and anti-THSD7A IgG. (**B**) Albumin-to-creatinine ratio (g/g) over time. ****P < 0.0001 (control mice + anti-THSD7A IgG vs. control mice + control IgG), ^####^*P* < 0.0001 (control mice + anti-THSD7A IgG vs. *Thsd7a^–/–^* mice + anti-THSD7A IgG) (2-way ANOVA with Bonferroni’s multiple-comparison test). Data shown as mean ± SEM, *n* = 7–8 per group. (**C**) Left: immunofluorescence stainings for rabbit IgG, nephrin, and THSD7A 5 days after injection of control IgG or anti-THSD7A IgG (left panel). Scale bars: 10 μm. Right: quantification (MFI) of nephrin. **P < 0.01, ***P < 0.001 (1-way ANOVA with Tukey’s multiple-comparison test). Data shown as mean ± SEM, *n* = 4 per group. (**D** and **E**) Left: immunofluorescence stainings for NEPH1 (**D**, left panel) and synaptopodin (**E**, left panel). Scale bars: 10 μm. Right: quantification (MFI) of NEPH1 (**D**) and synaptopodin (**E**). **P < 0.01 (1-way ANOVA with Tukey’s multiple-comparison test). Data shown as mean ± SEM, *n* = 4 per group. (**F**) Left: immunofluorescence stainings showing DACH-1–positive podocytes. Scale bar: 10 μm. Right: quantification of podocyte number per glomerular tuft area. Data shown as mean ± SEM, *n* = 4 per group analyzed (1-way ANOVA with Tukey’s multiple-comparison test); n.s., not significant.

**Figure 4:**
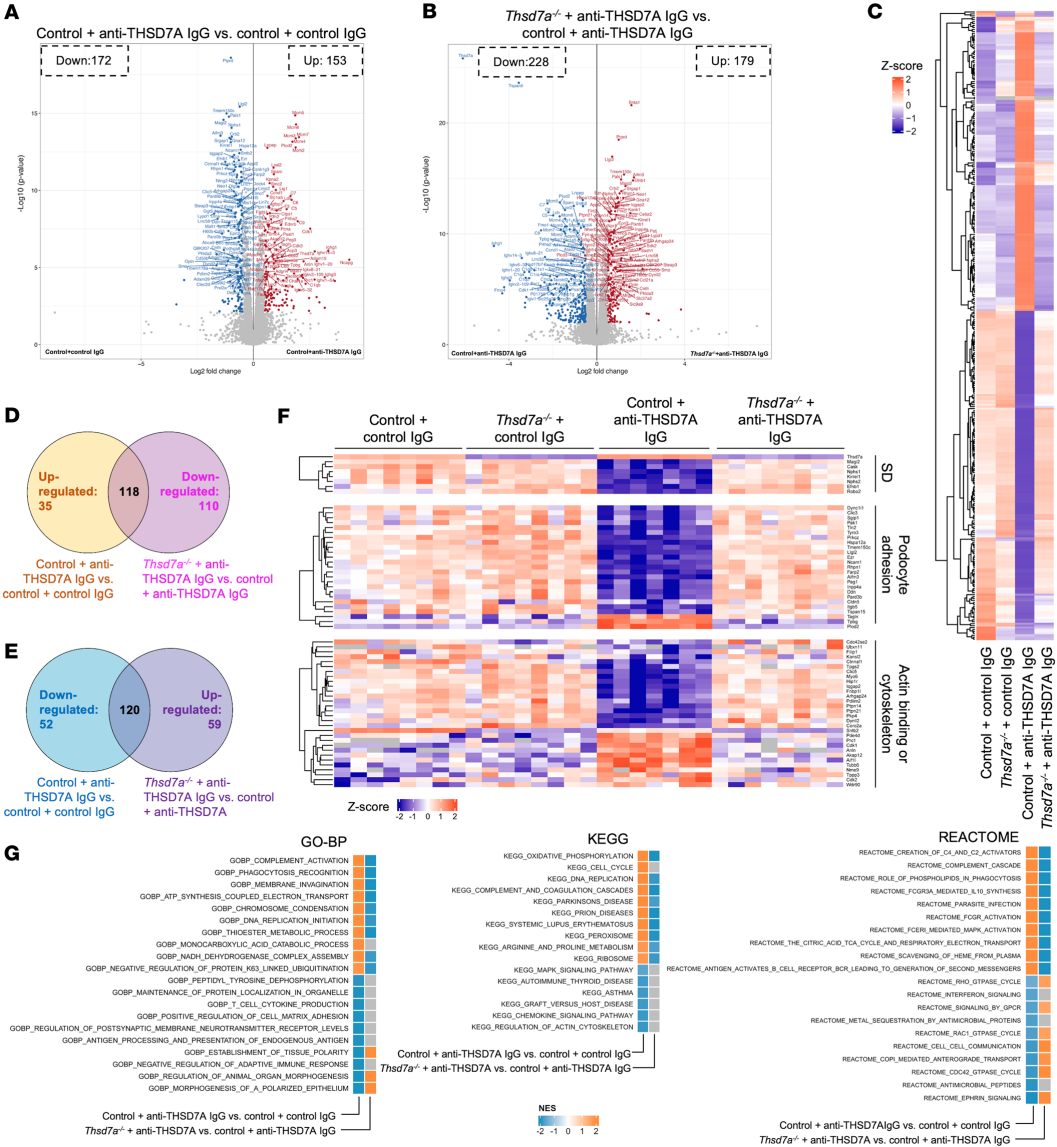
Proteome alterations in experimental THSD7A-associated MN. (**A** and **B**) Volcano plots of the differential expression analysis from proteomic analysis of isolated glomeruli from control mice and *Thsd7a^–/–^* mice treated with control or anti-THSD7A IgG. In **A**, the control + anti-THSD7A IgG group was compared with the control + control IgG group, *n* = 7–8. In **B**, the *Thsd7a^–/–^*+ anti-THSD7A IgG group was compared with the control + anti-THSD7A IgG group, *n* = 7–8. *X* axis represents the log_2_FC of label-free quantification intensity of proteins by comparisons relatively, and *y* axis indicates the -log_10_ *P* value. Proteins marked in red or blue are significantly upregulated or downregulated, respectively (Benjamini-Hochberg–adjusted *P* < 0.05, |log_2_FC| > 0.5). (**C**) Heatmap of protein expression showing row-wise *z* scores of normalized intensities (group means from 7–8 replicates per group) across the 4 treatment groups. The heatmap includes all proteins that were significantly regulated in the control + anti-THSD7A IgG group versus control + control IgG group. (**D**) Venn diagram showing the significant proteins upregulated in control + anti-THSD7A IgG versus control + control IgG groups and downregulated in *Thsd7a^–/–^*+ anti-THSD7A IgG versus control + anti-THSD7A IgG groups. (**E**) Venn diagram showing the significant proteins downregulated in control + anti-THSD7A IgG versus control + control IgG groups and upregulated in *Thsd7a^–/–^* + anti-THSD7A IgG versus control + anti-THSD7A IgG groups. (**F**) Heatmap showing row-standardized protein expression (*z* scores of normalized intensities) of podocyte slit diaphragm proteins, podocyte adhesion proteins, and actin binding or cytoskeleton proteins. (**G**) GO-BP, KEGG, and Reactome enrichment analysis of proteins significantly regulated in comparisons of control + anti-THSD7A IgG versus control + control IgG or *Thsd7a^–/–^* + anti-THSD7A versus control + anti-THSD7A IgG groups, using fgsea (adjusted *P* < 0.05).

**Figure 5:**
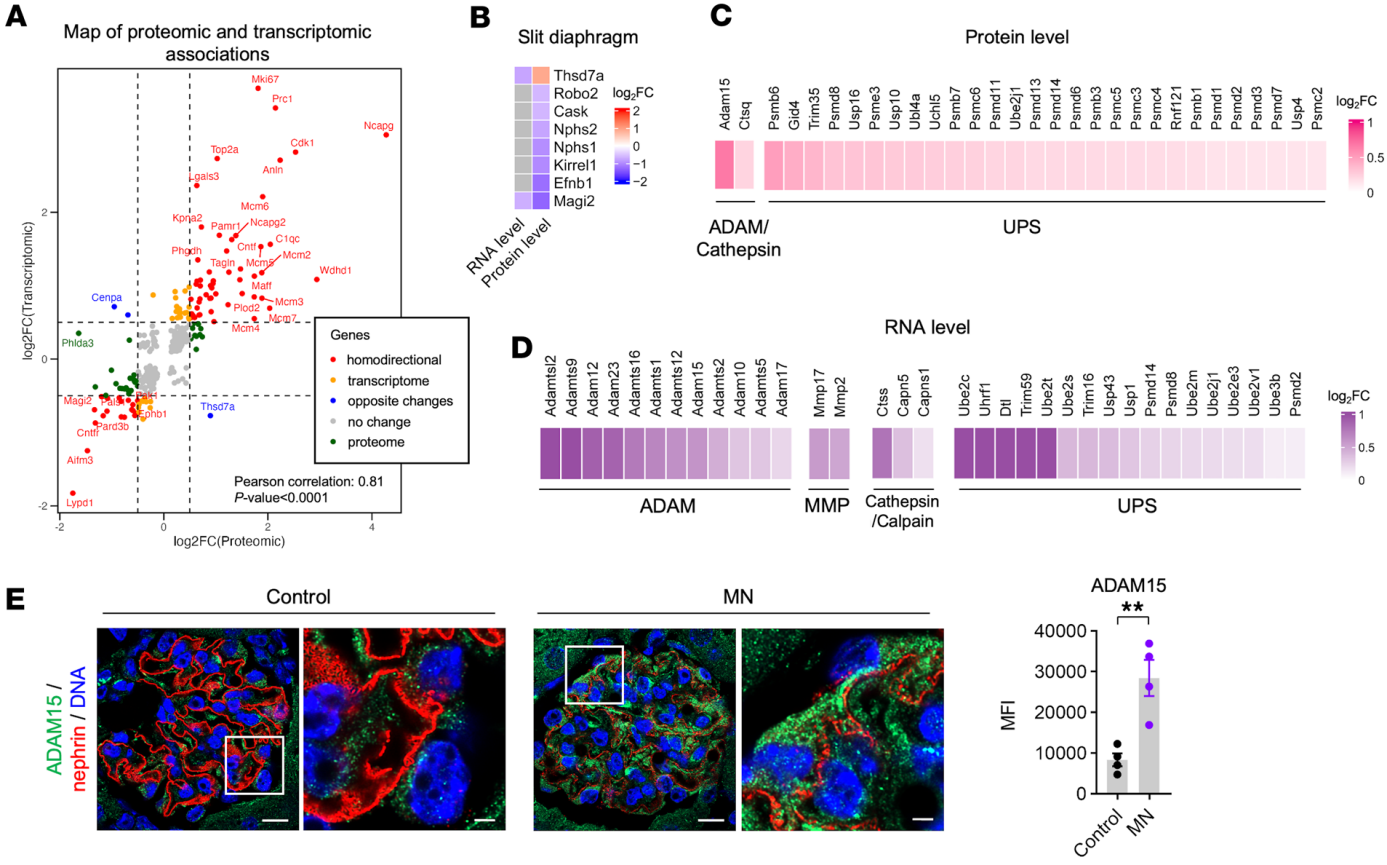
Correlation of transcriptomic and proteomic data reveals protein degradation as a key mechanism in THSD7A-associated MN. (**A**) Correlation between transcriptomic and proteomic gene expression levels in experimental THSD7A-associated MN at day 5. After filtering by adjusted *P* value less than 0.05, the log_2_ FC of genes (day 5 MN vs. control) from RNA-Seq is plotted against the log_2_FC of proteins (control + anti-THSD7A IgG group vs. control + control IgG group). The horizontal and vertical dashed lines indicate the threshold log_2_FC = ± 0.5. Pearson’s correlation and *P* value were calculated. Colored dots correspond to the differentially expressed genes/proteins. In the legend, homodirectional means upregulated or downregulated both in transcriptome and proteome levels; opposite change is upregulated at one level while downregulated at the other; proteome means only significantly regulated in protein levels; transcriptome means only significantly regulated in transcript level. (**B**) Heatmaps declaring the log_2_FC of slit diaphragm genes and proteins in comparison of MN versus control groups. Nonsignificant genes are shown in gray. (**C** and **D**) Heatmaps showing the log_2_FC of protein degradation–associated proteins in proteomic data (**C**) or genes in bulk RNA-Seq data (**D**) in MN versus control comparisons. (**E**) Left: immunofluorescence stainings for ADAM15 (green) and nephrin (red) 5 days after injection of control IgG or anti-THSD7A IgG. Nuclei were counterstained with Hoechst (blue). Scale bars: 10 μm (zoom-out panels); 2 μm (zoom-in panels). Right: quantification (MFI) of ADAM15. **P < 0.01 (unpaired 2-tailed *t* test). Data shown as mean ± SEM, *n* = 4 per group.

**Figure 6:**
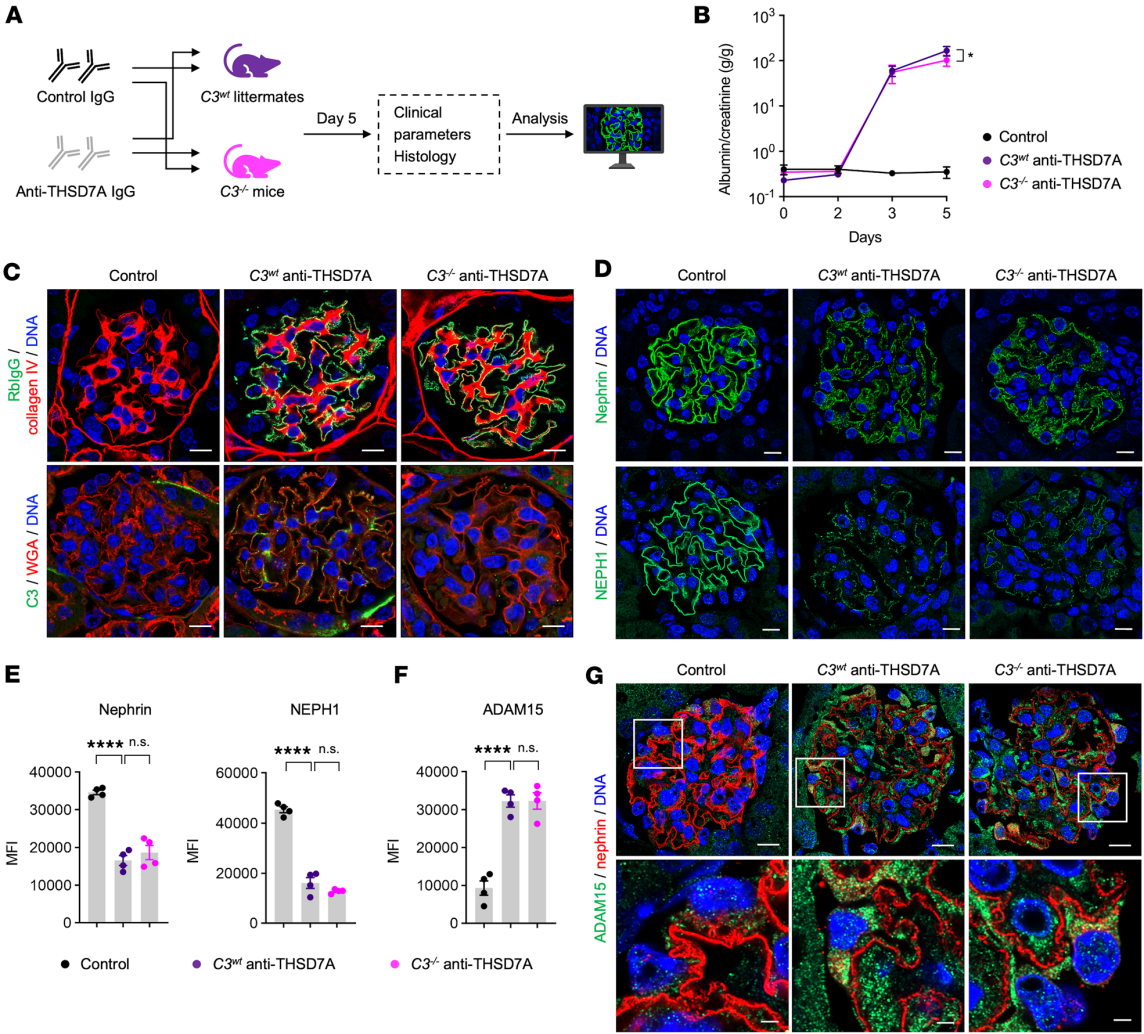
Complement C3 deficiency attenuates proteinuria but not slit diaphragm protein loss in MN. (**A**) Experimental workflow for *C3^wt^* controls and *C3^–/–^* mice injected with control and anti-THSD7A IgG. (**B**) Albumin-to-creatinine ratio (g/g) over time. *P < 0.05 (*C3^wt^* anti-THSD7A IgG vs. *C3^–/–^* anti-THSD7A IgG) (2-way ANOVA with Bonferroni’s multiple-comparison test). Data shown as mean ± SEM, *n* = 4 per group. (**C**) Representative immunofluorescence stainings for rabbit IgG and collagen IV (upper panel), and C3 and WGA (lower panel) in control group and anti-THSD7A IgG–treated *C3^wt^* and *C3^–/–^* groups. Scale bars: 10 μm. (**D** and **E**) Immunofluorescence stainings of nephrin (**D**, upper panel) and NEPH1 (**D**, lower panel), and quantification (MFI) (**E**). Scale bar: 10 μm. ****P < 0.0001 (1-way ANOVA with Tukey’s multiple-comparison test). Data shown as mean ± SEM, *n* = 4 per group. (**F** and **G**) Immunofluorescence stainings of ADAM15 (**G**) and quantification (MFI) (**F**). Scale bars: 10 μm (upper zoom-out panels); 2 μm (lower zoom-in panels). ****P < 0.0001 (1-way ANOVA with Tukey’s multiple-comparison test). Data shown as mean ± SEM, *n* = 4 per group; n.s., not significant.

**Figure 7:**
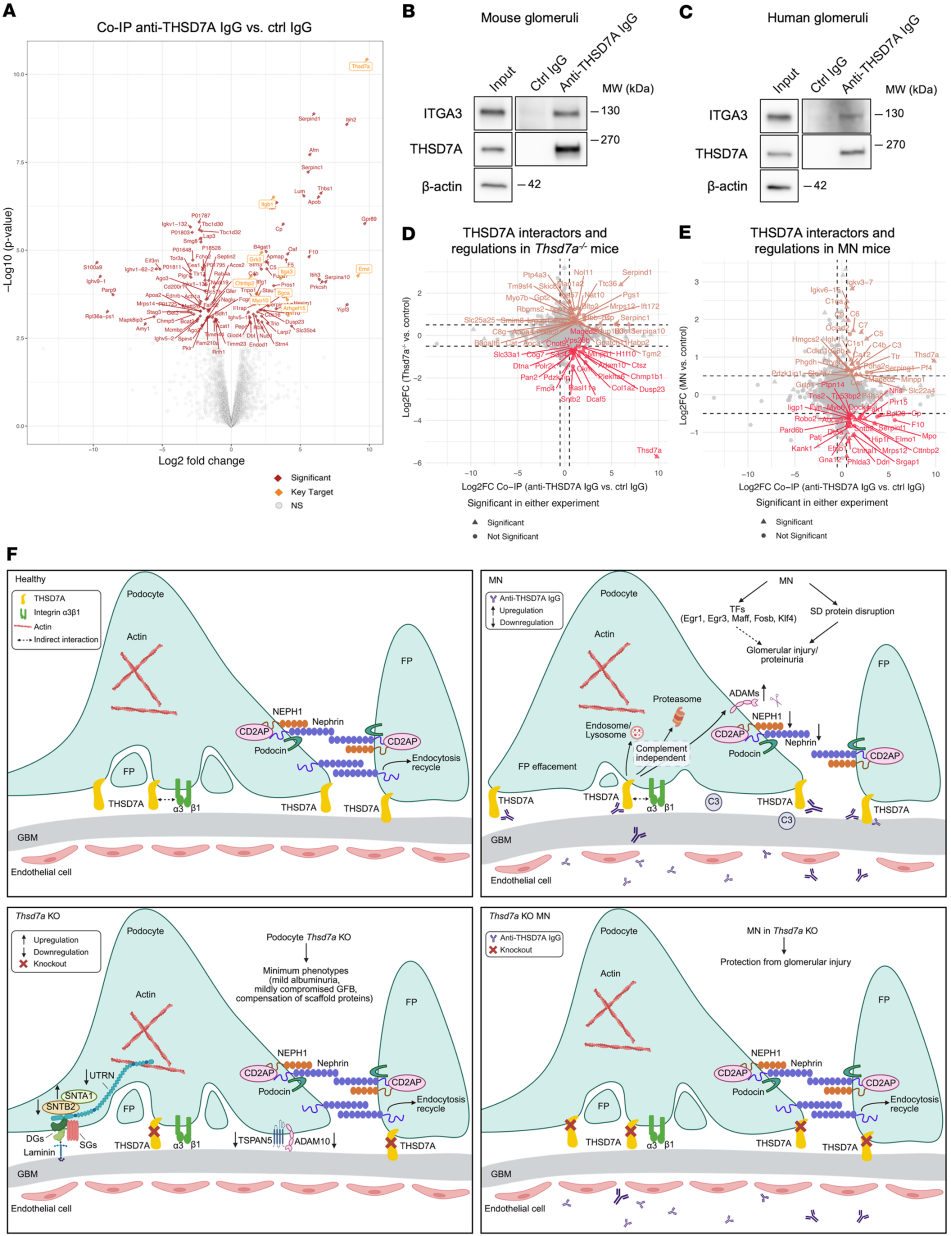
Integration of the THSD7A interactome with glomerular proteome dynamics and schematic model in MN. (**A**) Volcano plot showing the THSD7A interactome generated by co-IP/mass spectrometry from mouse glomeruli. –log_10_ *P* value is plotted against the log_2_ FC (THSD7A vs. control co-IP). Significant interactors are shown in red (limma moderated 2-tailed *t* test, Benjamini-Hochberg–adjusted *P* < 0.05, |log_2_FC| > 0.5); THSD7A and key interactors are highlighted in orange. (**B** and **C**) Co-IP validating integrin a3 (ITGA3) as a THSD7A interactor in mouse glomeruli (**B**) and human glomeruli (**C**) using anti-THSD7A IgG purified from patients with MN, and IgG from a healthy individual as a control. (**D** and **E**) Scatter plots comparing log_2_FC of the THSD7A co-IP/mass spectrometry interactome (*x* axis) versus log_2_FC of proteome (*y* axis) in *Thsd7a^–/–^* mice versus control mice (**D**), and MN versus control mice (**E**). Orange dots indicate proteins upregulated in both datasets, and red dots represent proteins upregulated in interactome while downregulated in proteome. Proteins significant in either dataset are shown as triangles, all others as circles. (**F**) Schematic model of glomerular dynamics in *Thsd7a^–/–^* and MN mice. Upper left: In healthy glomerulus, THSD7A localizes in podocyte foot processes (FPs) near slit diaphragm (SD) and indirectly associates with integrin α3β1. SD proteins maintain filtration barrier integrity. Upper right: in MN, SD disruption occurs without transcriptomic downregulation. Dysregulated protein degradation (ubiquitin-proteasome system, lysosomal proteolysis, proteases) and transcriptional reprogramming contribute to glomerular injury and proteinuria. Lower left: podocyte *Thsd7a^–/–^* mice show mild phenotypes featuring albuminuria and compromised glomerular filtration barrier, with compensation of scaffold proteins (SNTA1, SNTB2, UTRN) and transmembrane proteins (TSPAN5-ADAM10 complex). Lower right: *Thsd7a^–/–^* prevents anti-THSD7A IgG–induced MN phenotypes. GBM, glomerular basement membrane; TFs, transcription factors; C3, complement C3; DGs, dystroglycans; SGs, sarcoglycans. Created in BioRender.

# Supplementary material for: Functional characterization of podocyte-expressed THSD7A in experimental membranous nephropathy
**Source:** JCI Insight. 2026 Feb 26;11(8):e198363. doi: 10.1172/jci.insight.198363
**Supplement:** Supplemental data

# **Supplementary Appendix**

**for**

## **Functional characterization of podocyte-expressed THSD7A in experimental membranous nephropathy**

Ming Huang\*, Moritz Lassé\*, Silke Dehde, Felicitas E. Hengel, Fatih Demir, Anja Billing, Ning Song, Larissa Seifert, Oliver Kretz, Florian Grahammer, Ulf Panzer, Sebastian Brähler, Tobias B. Huber, Gunther Zahner<sup>#</sup>, Markus M. Rinschen<sup>#</sup>, and Nicola M. Tomas<sup>#</sup>

## Supplementary Methods

### Animal experiments

All mice were bred in the animal facility of the University Medical Center Hamburg-Eppendorf. Animals were housed in a specific-pathogen-free facility at temperatures of 21~24 °C on a 12 h day/night cycle and had free access to standard laboratory chow and water. Podocyte specific *Thsd7a* knockout (KO) mice were established using ‘knockout-first’ strategy (1). *Thsd7a* knockout first mice (*Thsd7a<sup>tm1a</sup>* mice) containing lacZ trapping cassette and a floxed promoter-driven neo cassette in intron of *Thsd7a* were obtained from the Mutant Mouse Resource & Research Centers, MMRRC, stock no. 063558-UCD). *Thsd7a<sup>tm1a</sup>* mice were firstly bred with Flp recombinase mice, generating *Thsd7a<sup>tm1c</sup>* (*Cre<sup>-</sup>/Thsd7a<sup>fl/fl</sup>* mice) mice with restored *Thsd7a* activity. *Thsd7a<sup>tm1c</sup>* mice were then crossed with podocin-Cre recombinase mice to generate podocyte specific *Thsd7a* knockout mice (*Cre<sup>+</sup>/Thsd7a<sup>fl/fl</sup>*). The littermates without podocin-Cre (*Cre<sup>-</sup>/Thsd7a<sup>fl/fl</sup>* mice) were used as control. In parallel, mice with podocin-Cre recombinase expression (*Cre<sup>+</sup>/Thsd7a<sup>+/+</sup>*) were also included as control in long-term basic characterization experiments. *Thsd7a* podocyte knockout mice were backcrossed to the BALB/c background for ten generations. Genotyping was performed using the protocol and primers suggested by the provider. We monitored the basic parameters of knockout mice and control littermates as long as 12 months.

To generate C3 deficient (*C3<sup>-/-</sup>*) mice on the BALB/c background, the B6;129S4-*C3<sup>tmCrr</sup>*/J strain (stock no. 003641, The Jackson Laboratory) was backcrossed for ten generations onto wild-type BALB/c mice, resulting in a C.Cg.*C3<sup>tm1Crr</sup>*/J mouse line. For experiments, mice with a heterozygous C3 status were bred to generate homozygous *C3<sup>-/-</sup>* mice as well as *C3<sup>wt</sup>* littermate controls. Genotyping was conducted according to the protocol and primers suggested by the provider. For the induction of THSD7A-associated membranous nephropathy (MN), 14 to 15-week-old male *Thsd7a* podocyte knockout and their wildtype littermate mice, or *C3<sup>-/-</sup>* and *C3<sup>wt</sup>* littermates were injected intraperitoneally with 2.0 mg of either rabbit control IgG or rabbit anti-THSD7A IgG. Mice used for bulk RNA sequencing were euthanized after 1 and 5 days, and mice injected with control IgG at both time points were combined into a single control group for analysis. Mice used for proteomic characterization were euthanized after 5 days of injection. Urine samples were collected using metabolic cages and body weight was recorded before urine collection. Urinary albumin content was measured using a commercially available ELISA system (Bethyl Laboratories) according to the manufacturer’s instructions. Urinary creatinine levels were determined with the Jaffé reaction (Creatinine Jaffé Kinetisch, WAK-Chemie). The urine albumin concentrations were standardized against the urinary creatinine concentrations to obtain albumin to creatinine ratios.

### Immunofluorescence staining

Paraffin sections (3 µm) of mouse kidneys were deparaffinized and rehydrated. Antigen retrieval was performed by boiling in Dako Target Retrieval buffer (Dako, Carpinteria) at pH 9 or pH 6 for 30 minutes in a steamer at 98 °C, or by digestion with protease XXIV (5 µg/mL; Sigma-Aldrich) for 15min at 37 °C. Unspecific binding was blocked with 5% horse serum (Vector Laboratories) and 0.05% Triton X-100 (Sigma-Aldrich) in PBS for 30 minutes at room temperature. Primary antibodies for murine sections (THSD7A [rabbit, 1:200; Sigma-Aldrich HPA000923 or mouse, 20 µl/ml; in-house generated anti-mouse THSD7A d15 domain monoclonal antibody conjugated with FITC fluorochrome (2)], nephrin [guinea pig, 1:200; Progen GP-N2], DACH1 [rabbit, 1:100; Sigma-Aldrich HPA012672], synaptopodin [guinea pig, 1:200; Synaptic Systems 163004], NEPH1 [guinea pig, 1:200; in-house generated (3)], C3 [FITC goat anti-C3, 1:100; Cappel 55500], ADAM15 [goat, 1:50; R&D AF945], collagen IV [goat, 1:400, SouthernBiotech 1340-01], rabbit

IgG [Cy5-RbIgG H+L, 1:100; Jackson ImmunoResearch Laboratories 111-175-144]) and biotinylated LTL (1:200; Vector Laboratories B-1325-2) were diluted in blocking buffer and incubated at 4 °C overnight. Binding of primary antibodies was visualized by subsequent incubation of sections with affinity purified, fluorochrome-conjugated secondary antibodies (1:200; Jackson ImmunoResearch Laboratories, AF488 anti-goat IgG [705-545-147], AF488 anti-rabbit IgG [711-545-152], Cy3 anti-rabbit IgG [711-165-152], Cy2 anti-guinea pig IgG [706-225-148], Cy3 anti-guinea pig IgG [706-165-148]), Streptavidin-Alexa Fluor™ 647 Conjugate (1:100; Thermo Scientific S21374), WGA-rhodamin (1:400; Vector-Laboratories RL-1022-5), Hoechst 33342 (1:1000; Sigma-Aldrich AMBH9A260690) or DRAQ5 (1:1000; Cell Signaling 4084) for 30 minutes at room temperature in blocking buffer. Sections were then mounted with Fluoromount-G (Invitrogen). Stainings were evaluated using the inverted laser confocal microscope LSM 800 from Zeiss. Representative images were obtained using the Airyscan of the ZEN 2.6 (blue edition) software with 63× or 40× oil immersion objectives. Nephrin, NEPH1 and synaptopodin, ADAM15 intensity was quantified using ImageJ. For each mouse, 10 glomeruli were manually outlined, and the mean fluorescence intensity (MFI) was measured for each marker using a consistent threshold setting across all images. For quantification of podocyte density, DACH1 positive nuclei per glomeruli were quantified. In total, 15 glomeruli per mouse were used for quantification, and the ratio of podocyte number to glomeruli area was assessed using Image J. This ratio was termed “podocyte density”. MFI or podocyte density from each mouse were averaged and plotted in the corresponding figures.

#### Periodic acid-Schiff (PAS) staining

Paraffin sections (1.5 µm) of mouse kidneys were deparaffinized and rehydrated. Sections were incubated in 1% periodic acid (HIO<sub>4</sub>) for 15 minutes to oxidize diols to aldehydes, followed by incubation of Schiff reagent (Sigma) for 40 minutes at room temperature. Counterstaining of nuclei was then performed with hemalaun and following dehydration sections were mounted with Eukitt (O. Kindler GmbH). The PAS-sections were evaluated with an Axioskop using the Axiovision software for light microscopy (Zeiss).

#### Electron microscopy

Electron microscopic analyses were performed on mouse renal cortex pieces that were fixed in 4% buffered paraformaldehyde. Tissue blocks were treated with 1% osmium in 0.1M sodium-cacodylate buffer, stained with 1% uranyl acetate and embedded in epoxy-resin (Serva). Ultrathin sections were cut using an Ultramicrotome (Reichert-Jung) and contrasted with uranyl acetate in methanol followed by lead citrate. Micrographs were generated with a transmission-electron microscope (JEM 1010, JEOL).

For quantification of podocyte foot process (FP) width, the glomerulus basement membrane (GBM) was traced and measured by Image J in each picture (4). The number of FPs along the GBM was counted manually. The arithmetic mean of FP width was calculated using this formula (4):

$$FPwidth = \frac{\sum GBM\ length}{\sum\ foot\ process} \cdot \frac{\pi}{4}$$

For each mouse, the mean width of FP was calculated for plotting and statistics.

#### Glomeruli isolation and tissue preparation

Mice were anesthetized under isoflurane, and both kidneys were harvested and perfused with Dynabeads (Thermo Scientific 14013) in HBSS through the renal artery. Glomeruli were isolated using either of two approaches, i) enzymatic

digestion or ii) mechanical isolation. In the enzymatic digestion method, perfused-kidneys were minced into small pieces using a scalpel blade, and transferred to a C-tube (130-093-237, Miltenyi Biotec) filled with 5 ml collagenase solution (1 mg/ml collagenase from *Clostridium histolyticum* [C9263, Sigma-Aldrich], 0.25% bovine serum albumin [BSA], 100 U/ml DNaseI in DMEM/F-12 medium [11320074, Gibco]). Kidney tissues were digested for 5 minutes at 37°C followed by homogenization using a gentleMACS™ Dissociator (Miltenyi Biotec) with program “m.spleen 01\_01”. This procedure was repeated once. Alternatively, to avoid the collagenase digestion and potential cleavage of some proteins, mouse glomeruli used for co-immunoprecipitation were isolated mechanically using a Minilys system (Bertin). Briefly, Dynabeads-perfused-kidneys were minced with a scalpel blade and dissociated in a Precellys® Tube (prefilled with 2.8 mm ceramic beads, CK28/ 2ml, VWR) filled with HBSS using a Minilys machine at 5000 rpm for 15 seconds. The kidney suspension was gently pressed through a 300 µm and a 100 µm cell strainer and washed with HBSS. After centrifugation at 300 g for 5 minutes, the pellet was resuspended and glomeruli containing Dynabeads were collected by a magnetic particle concentrator (Invitrogen). Glomeruli were washed multiple times with 0.05% BSA-HBSS solution and counted using a cell chamber under microscope. The glomeruli pellet was snap frozen and stored at -80 °C until further use.

The use of de-identified human kidney tissue was deemed exempt from Institutional Review Board oversight, as no identifiable information was used, and materials were obtained from anonymized specimens. Human glomeruli isolation was performed according to previous descriptions with modifications (5, 6). Macroscopically healthy parts of kidneys from patients who underwent nephrectomy were used for the preparation of glomeruli. Minced kidney cortex was sieved through pre-wetted 150 µm strainers, followed by extensively washing with PBS-0.05% human albumin (CSL Behring). The flow-through was cleaned from small tissue components using a 90 µm strainer. Glomeruli were rinsed off the strainers, quantified by manual counting and pelleted at 1200 g for 15 minutes at 4 °C. Glomerular cell pellets were snap frozen and stored at -80 °C until further use.

Mouse tissues (kidney, heart, lung, liver, spleen, brain, skin, muscle, testis, intestine, and colon) were harvested and quickly frozen in liquid nitrogen following mouse anesthesia and cervical dislocation. Tissues were homogenized in RIPA buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% Nonidet P-40, 0.5% Sodium deoxycholate, 0.1% SDS) containing protease inhibitor (Inhibitor Cocktail plus, Carl Roth GmbH) and phosphatase inhibitors (8 mM NaF, 4 mM Na<sub>3</sub>VO<sub>4</sub>) using dounce homogenizers with 60 repetitions (Wheaton), followed by shearing with a 27-G needle. Lysates were centrifuged at 20,000 g for 10 minutes at 4 °C. Protein concentration was measured using DC Protein Assay according to the manufacturer’s instruction (Bio-Rad) and stored in -80 °C for immunoblot analysis.

### Immunoblotting

For immunoblot analysis, mouse glomeruli were lysed with Triton lysis buffer (20 mM Tris pH 7.4, 150 mM NaCl, 1% Triton X-100) supplemented with protease inhibitor (Carl Roth) and phosphatase inhibitors (8 mM NaF, 4 mM Na<sub>3</sub>VO<sub>4</sub>). After centrifugation at 20,000 g for 10 minutes, supernatant of lysates was mixed with 5x Laemmli buffer (1.5 M Tris-HCl, pH 6.8, 50% glycerol, 10% SDS, 1% bromophenol blue with or without 50 mM of DTT), heated at 95 °C for 10 minutes, and separated by SDS-PAGE using precast gradient gels (4-15% TGX, BioRad). Subsequently, the samples were transferred to methanol-activated PVDF membranes (EMD Millipore) under semi-dry conditions. Membranes were blocked with 5% dry milk in TBS-Tween 0.05% (TBS-T) at room temperature for 2 h followed by incubation with the primary antibodies at 4°C overnight. The following primary antibodies were used: THSD7A (rabbit, 1:1500; Sigma-Aldrich HPA000923), nephrin (guinea pig, 1:1500; Progen GP-N2), NEPH1 (guinea pig, 1:1000; in-house generated),

serum from patients with THSD7A-associated MN (1:100), integrin  $\alpha 3$  (mouse, 1:1000; proteintech 66070-1-Ig),  $\beta$ -actin (mouse, 1:10,000; Sigma-Aldrich A2228),  $\alpha$ -tubulin (mouse, 1:2000; Sigma-Aldrich T5168). Membranes were then washed in TBS-T and incubated with an appropriate HRP-conjugated secondary antibody in block solution (anti-mIgG, 1:10,000, Jackson ImmunoResearch Laboratories 715-035-151; anti-hIgG4, 1:20,000, Southern Biotech 9200-05; anti-rabbit IgG, 1:10,000, Jackson ImmunoResearch Laboratories 711-035-152; anti-guinea pig IgG, 1:10,000, Jackson ImmunoResearch Laboratories 706-035-148) for 1 h at room temperature. Membranes were developed with chemiluminescent substrate (SuperSignal West Pico; Thermo Scientific) followed by incremental luminescence detection with an Amersham Imager 600 (GE). Relative intensity of protein expression was quantified by optical density using the Quantity One software (Bio-Rad).

### Co-immunoprecipitation

The use of human serum for immunoprecipitation studies was conducted in accordance with federal state and institutional guidelines as well as the Declaration of Helsinki and was approved by the local ethics committee of the Chamber of Physicians in Hamburg. Patients gave written and informed consent.

For co-immunoprecipitation (co-IP), glomerular lysates were incubated with either anti-THSD7A IgG purified from serum of THSD7A-associated MN patients or same amounts of human control IgG (Aviva Sysbio) at 4°C for 2 h followed by addition of protein G agarose beads (GenScript) for incubation at 4°C overnight. The immunoprecipitates with protein G-beads were washed five times in wash buffer 1 (50 mM Tris pH 7.5, 150 mM NaCl, 0.3% Triton) and three times in wash buffer 2 (50 mM Tris pH 7.5, 150 mM NaCl). The immunoprecipitates were eluted with SP3 elution buffer (4% SDS, 0.1 M HEPES, pH 7.4, 5 mM EDTA) containing 1x Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific). For immunoblotting detection, the eluted immunoprecipitates were boiled in 5x Laemmli buffer (with 50 mM of DTT) at 95 °C for 10 minutes.

### Pull-down assays

The construct encoding the extracellular domains of mouse THSD7A (mTHSD7A) with a FLAG tag was generated as previously described (7-9). Briefly, the construct was generated by PCR from a full-length, FLAG-tagged mTHSD7A cDNA construct (Origene) and cloned into the eukaryotic expression vector pCSE2.5 (provided by Thomas Schirrmann, Braunschweig, Germany). For production of mTHSD7A extracellular domain protein, human embryonic kidney cells (HEK)293-6E cells (kindly provided by Yves Durocher, Ottawa, Canada (10)) were transfected using a polyethylenimine (PEI; Polyscience) based method (9), and supernatants were collected for purification after 6 days of transfection. The protein was purified using anti-FLAG M2 affinity resin (Sigma-Aldrich, A2220) according to the manufacturer's instructions. Recombinant His-tagged mouse integrin  $\alpha 3\beta 1$  (mITGA3-His), derived from Chinese hamster ovary (CHO) cell line, was purchased from R&D (9374-A3).

For pull-down assays, 300 ng of recombinant mITGA3-His protein was immobilized on 15  $\mu$ l settled HisPur Ni-NTA resin (Thermo Scientific), and incubated with or without 300 ng of mTHSD7A extracellular domain protein in binding buffer (PBS pH 7.4, 10 mM imidazole, 0.3% Triton X-100, protease inhibitor) at 4 °C overnight. 300 ng of mTHSD7A extracellular domain protein incubated with HisPur Ni-NTA resin alone served as another control group. On the following day, flow-through (FT) fractions containing unbound proteins were collected, and the resin-bound proteins were washed three times in wash buffer1 (PBS pH 7.4, 10 mM imidazole, 150 mM NaCl, 0.3% Triton) and twice in wash buffer 2 (PBS pH 7.4, 10 mM imidazole, 150 mM NaCl). Proteins bound to resin were eluted in elution buffer

(250 mM imidazole in PBS, pH 7.4) at room temperature for 10 min, and then boiled in 5x Laemmli buffer containing 50 mM DTT at 95 °C for 10 minutes for immunoblotting.

#### Quantitative Real-time PCR (qRT-PCR)

Total RNA was extracted from mouse glomeruli using RNeasy Mini Kit (QIAGEN, 74104) according to manufacturer's instructions. 600 ng of total RNA was reverse transcribed into cDNA using the mix of Thermo Scientific RevertAid Reverse Transcriptase (EP0442), dNTP mix (Thermo Scientific, R0192), random hexamer primer (Thermo Scientific, SO142), Thermo Scientific Ribolock RNase (EO0381) and reaction buffer following the instructions. Quantitative real-time PCR (qRT-PCR) was carried out using a QuantStudio 3 Real-Time PCR system (Applied Biosystems) and the Power up SYBR Green PCR Master Mix (Applied Biosystems). The level of specific mRNA was normalized to 18s expression. The relative mRNA expression was determined by the  $2^{-\Delta\Delta C_t}$  method. Samples were assayed in duplicates. The sequences of primers were: Egr1 forward TATGAGCACCTGACCACAGAG, Egr1 reverse GCTGGGATAACTCGTCTCCA; Egr3 forward CCGGTGACCATGAGCAGTTT, Egr3 reverse TAATGGGCTACCGAGTCGCT; Tnfrsf12a forward GTGTTGGGATTTCGGCTTGGT, Tnfrsf12a reverse GTCCATGCACTTGTCGAGGTC; Tnfaip3 forward AAGCTCGTGGCTCTGAAAACC, reverse CCGAGTGTCGTAGCAAAGTCCT; 18s forward CACGGCCGGTACAGTGAAAC, reverse AGAGGAGCGAGCGACCAAA.

#### Proteomics sample preparation

Isolated mouse glomeruli were taken up in 6 M GuaHCl, 0.1 M HEPES, 5 mM EDTA, 1x Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific). Samples were homogenised at 30 Hz for 1 minute using a bead mill, sonicated to shear DNA, and centrifuged for 5 minutes at 13,000 g to remove insoluble debris. The supernatant was transferred to a fresh tube and the protein concentration was determined using a commercial BCA kit (Thermo Scientific). Protein aliquots of 50 µg were used for sample preparation. For co-immunoprecipitation experiments, the eluate was adjusted to a final concentration of 5% SDS in PBS (pH 7.4). All samples were reduced with 10 mM tris(2-carboxyethyl)phosphine (TCEP) and alkylated using 50 mM chloroacetamide (CAA) at 95 °C for 5 minutes. Overnight digestion was carried out using trypsin (SERVA) at 1:50 enzyme to substrate ratio at 37 °C. Tryptic peptides were purified/desalted using in-house STAGE-Tips (Affinisep SPE-Disks-Bio-C18-100.47.20) or using magnetic beads (SeraMag Cytiva 65152105050250 and 45152105050250). Purified peptide samples were separated on an Ultimate3000 RSLC nano-high performance liquid chromatography (HPLC) coupled on-line to an Exploris480 orbitrap tandem mass spectrometer (Thermo Scientific). The HPLC was operated in a two-column setup with an Acclaim 5mm C18 cartridge pre-column (Thermo Scientific) and an ionOpticks Aurora Ultimate 25 cm column (3rd generation) with integrated emitter tip. Separation was performed at 400 nL/minute in a heated column oven at 50 °C (Sonation) with the following gradient of solvents A (H<sub>2</sub>O + 0.1% FA) and B (ACN + 0.1% FA): 5 minutes from 2-8% B, 80 minutes from 8-25% B, 10 minutes from 25-35% B and a high-organic washout at 90% B for 8 minutes followed by a re-equilibration to the starting conditions (2% B). The mass spectrometer was operated with a field asymmetric ion mobility spectrometry (FAIMS) device at standard resolution with a total carrier gas flow of 3.8 L/minute at two compensation voltages (CVs): -45 and -65V. The Orbitrap resolution for the MS1 full scan was set to 120k, whereas the MS2 DIA scans were recorded with 15 isolation windows from 400-1000 m/z for both FAIMS CVs at an orbitrap resolution of 30k.

### Analysis of microarray data

Microarray profiles from glomerular compartment of kidney biopsies from MN patients and healthy controls in the NEPTUNE cohort (GSE200828) were retrieved from Gene Expression Omnibus (GEO) repository. Differential expression analysis was performed using R package limma (v3.54.2) (11), with thresholds of an absolute  $\log_2$  fold change (FC) > 0.5 and Benjamini-Hochberg adjusted  $P$ -value < 0.05.

### Analysis of single cell RNA-seq datasets

Glomerular single-cell RNA sequencing (scRNA-seq) datasets GSE146912 were retrieved from GEO. For quality control, we included only genes detected in more than 3 cells and retained cells between 200 and 7500 genes. Cells with over 10% of reads mapping to mitochondrial genes or ribosomal genes were excluded. Data processing and clustering were performed using R package Seurat (version 4.3.0.1) (12). Data was normalized using the NormalizeData function, followed by identification of 2000 highly variable genes and data scaling using ScaleData function. Principal component analysis (PCA) was conducted using the RunPCA function, and significant principal components were determined based on ElbowPlot. Unsupervised clustering was performed using the FindNeighbors and FindClusters functions with default parameters and a resolution of 0.2. Batch effect across samples were corrected using Harmony (13). Uniform Manifold Approximation and Projection (UMAP) was then plotted to visualize clustering results. Major glomerular cell types podocytes, mesangial cells and glomerular endothelial cells were annotated based on known marker genes. Heatmaps showing the relative expression of selected genes was generated after scaling the average expression levels in podocytes, mesangial cells and glomerular endothelial cells.

## Supplementary References

1. Skarnes WC, et al. A conditional knockout resource for the genome-wide study of mouse gene function. *Nature*. 2011;474(7351):337-342.
2. Köllner SMS. Antigen-specific therapies of membranous nephropathy. *Doctoral dissertation*. Universitaet Hamburg (Germany); 2023. <https://ediss.sub.uni-hamburg.de/handle/ediss/10250>.
3. Grahammer F, et al. A flexible, multilayered protein scaffold maintains the slit in between glomerular podocytes. *JCI Insight*. 2016;1(9):e86177.
4. van den Berg JG, et al. Podocyte foot process effacement is not correlated with the level of proteinuria in human glomerulopathies. *Kidney Int*. 2004;66(5):1901-1906.
5. Gang NF. A Rapid Method for the Isolation of Glomeruli from the Human Kidney. *American Journal of Clinical Pathology*. 1970;53(2):267-269.
6. Tomas NM, et al. Thrombospondin type-1 domain-containing 7A in idiopathic membranous nephropathy. *N Engl J Med*. 2014;371(24):2277-2287.
7. Bochel A, et al. Structure of the N-terminal didomain d1\_d2 of the Thrombospondin type-1 domain-containing 7A. <https://doi.org/10.1101/2023.05.03.539264>. Posted on bioRxiv May 03, 2023.
8. Seifert L, et al. The most N-terminal region of THSD7A is the predominant target for autoimmunity in THSD7A-associated membranous nephropathy. *J Am Soc Nephrol*. 2018;29(5):1536-1548.
9. Seifert L, et al. The classical pathway triggers pathogenic complement activation in membranous nephropathy. *Nat Commun*. 2023;14(1):473.
10. Zhang J, et al. Production of chimeric heavy-chain antibodies. *Methods Mol Biol*. 2009;525:323-336, xv.
11. Ritchie ME, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res*. 2015;43(7):e47.
12. Hao Y, et al. Integrated analysis of multimodal single-cell data. *Cell*. 2021;184(13):3573-3587.e3529.
13. Korsunsky I, et al. Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat Methods*. 2019;16(12):1289-1296.

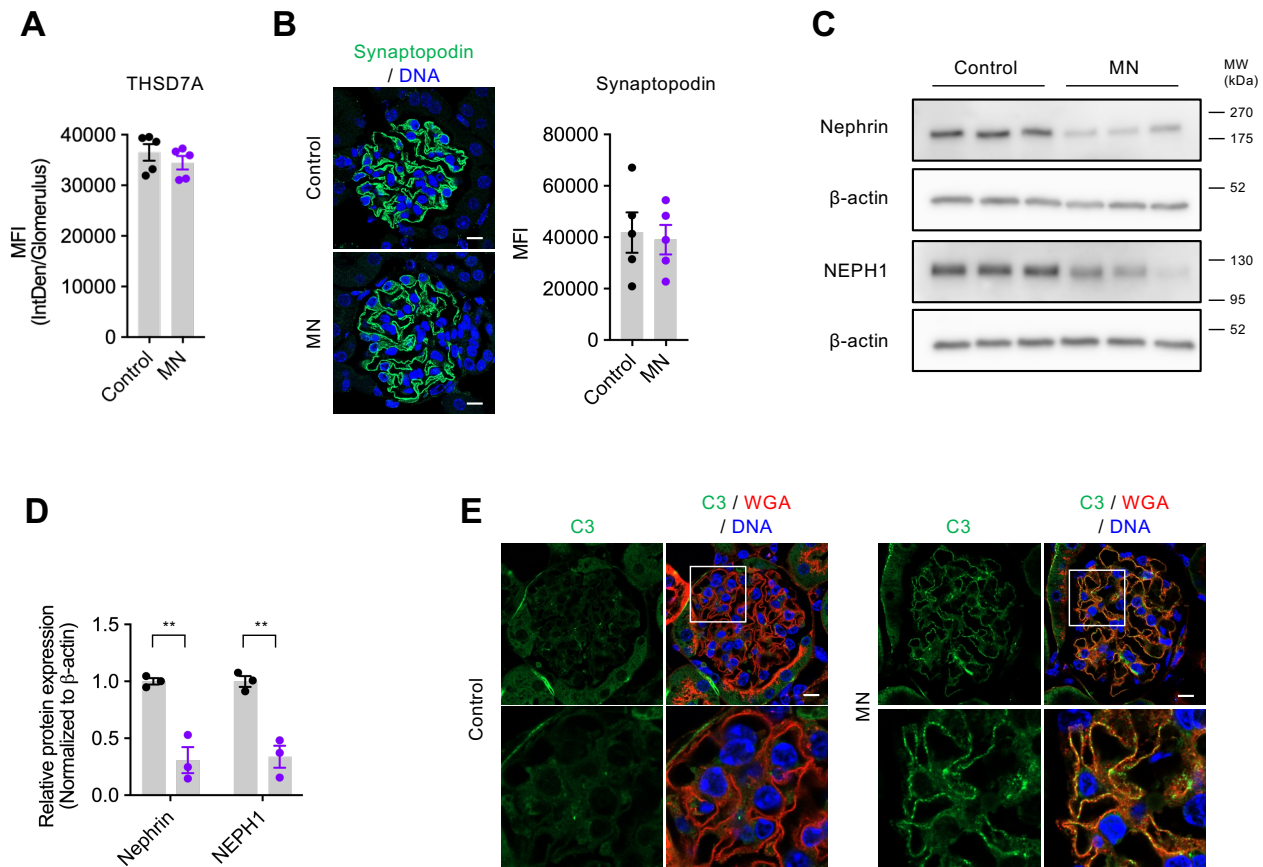

**Supplementary Figure 1. Induction of glomerular injury in experimental THSD7A-associated membranous nephropathy (MN).** (A) Quantification of mean fluorescence intensity (MFI) of THSD7A immunofluorescence staining, n=5 animals per group. (B) Immunofluorescence stainings for synaptopodin (green) in mice injected with control IgG or anti-THSD7A IgG. Nuclei were counterstained with Hoechst (blue). Bar = 10  $\mu$ m. Quantification of MFI of synaptopodin per glomerulus tuft is shown in right panel, n=5 animals per group. (C) Immunoblotting images showing the reduced expression of nephrin and NEPH1 in isolated glomeruli of MN mice. MW, molecular weight. (D) Individual protein intensity was quantified by densitometry, and plotted over the intensity of  $\beta$ -actin. \*\* $P < 0.01$  (unpaired t-test). Data are presented as mean  $\pm$  SEM, n=3. (E) Representative immunofluorescence stainings for complement C3 (green) and wheat germ agglutinin (WGA, red) in mice injected with control IgG (left panel) or anti-THSD7A IgG (right panel). Nuclei were counterstained with Hoechst (blue). Bar = 10  $\mu$ m.

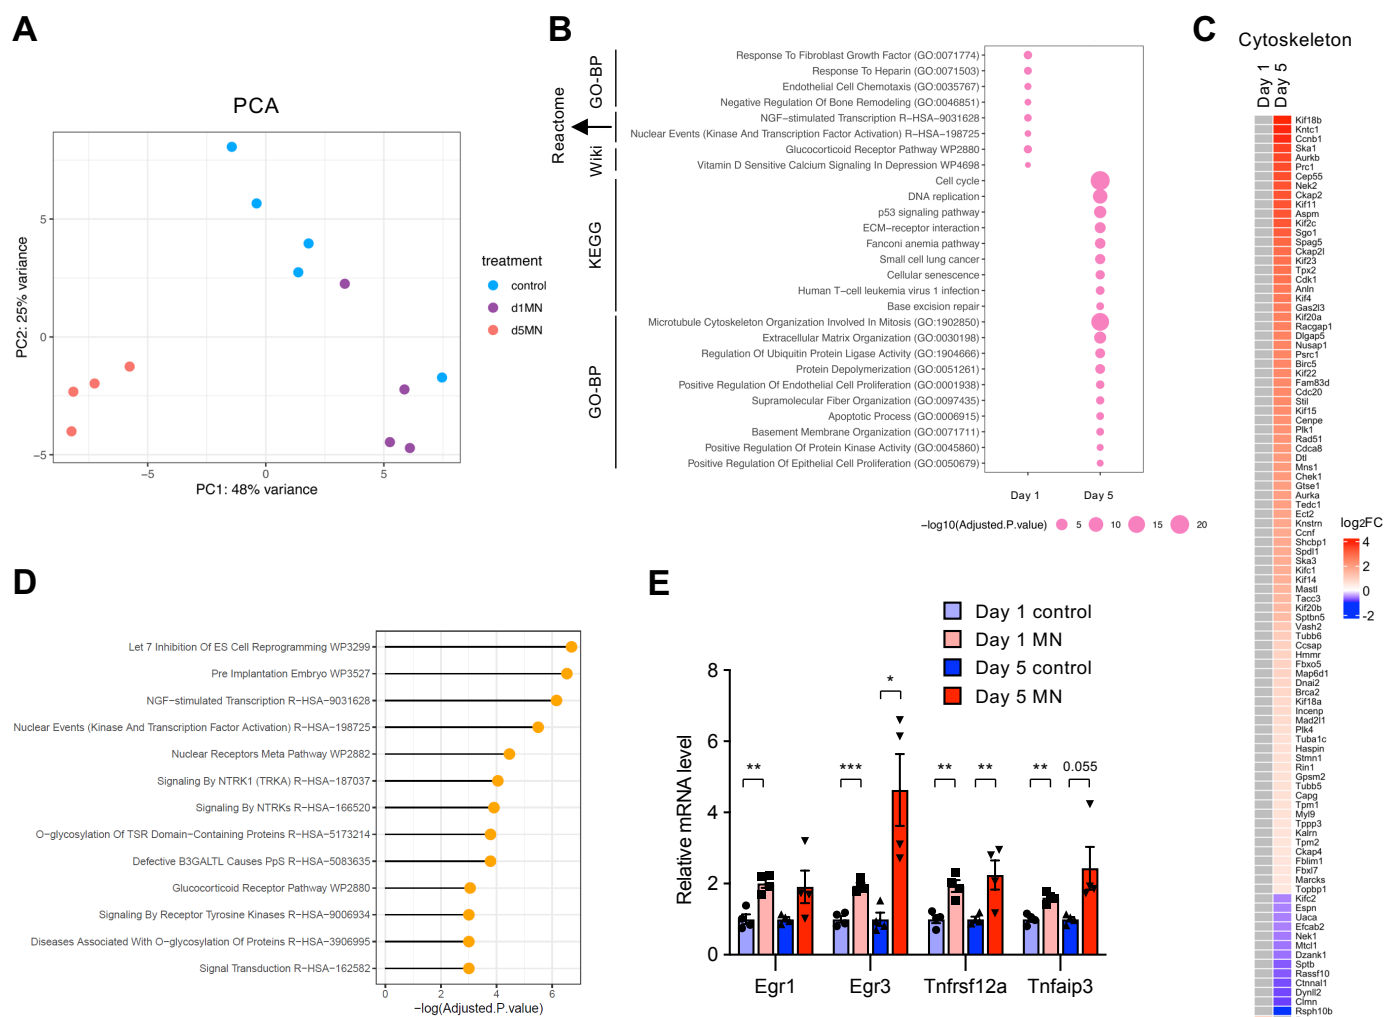

**Supplementary Figure 2. Transcriptomic profiles in experimental THSD7A-associated MN.** (A) Principal component analysis (PCA) plot for the glomerular samples used for bulk RNA-seq. (B) Pathway enrichment analysis of differentially expressed genes from bulk RNA-seq at day 1 or day 5 MN vs. control, performed using Enrichr. The plot shows the significantly activated pathways. (C) Heatmaps demonstrating the  $\log_2$  fold change (FC) of differentially expressed genes (DEGs) of day 1 or day 5 MN vs. control for cytoskeleton markers. Nonsignificant genes are shown in grey. (D) Pathway enrichment of the common genes in comparisons of day 1 vs. control and day 5 MN vs. control from bulk RNA-seq, performed by Enrichr. Only significant pathways (adjusted  $P$ -value  $< 0.05$ ) are shown. (E) mRNA expression of several DEGs identified in bulk RNA-seq analysis, as assessed by qRT-PCR in isolated glomeruli from day 1 and day 5 MN and control mice.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$  (unpaired t-test). Data are presented as mean  $\pm$  SEM,  $n=4$ .

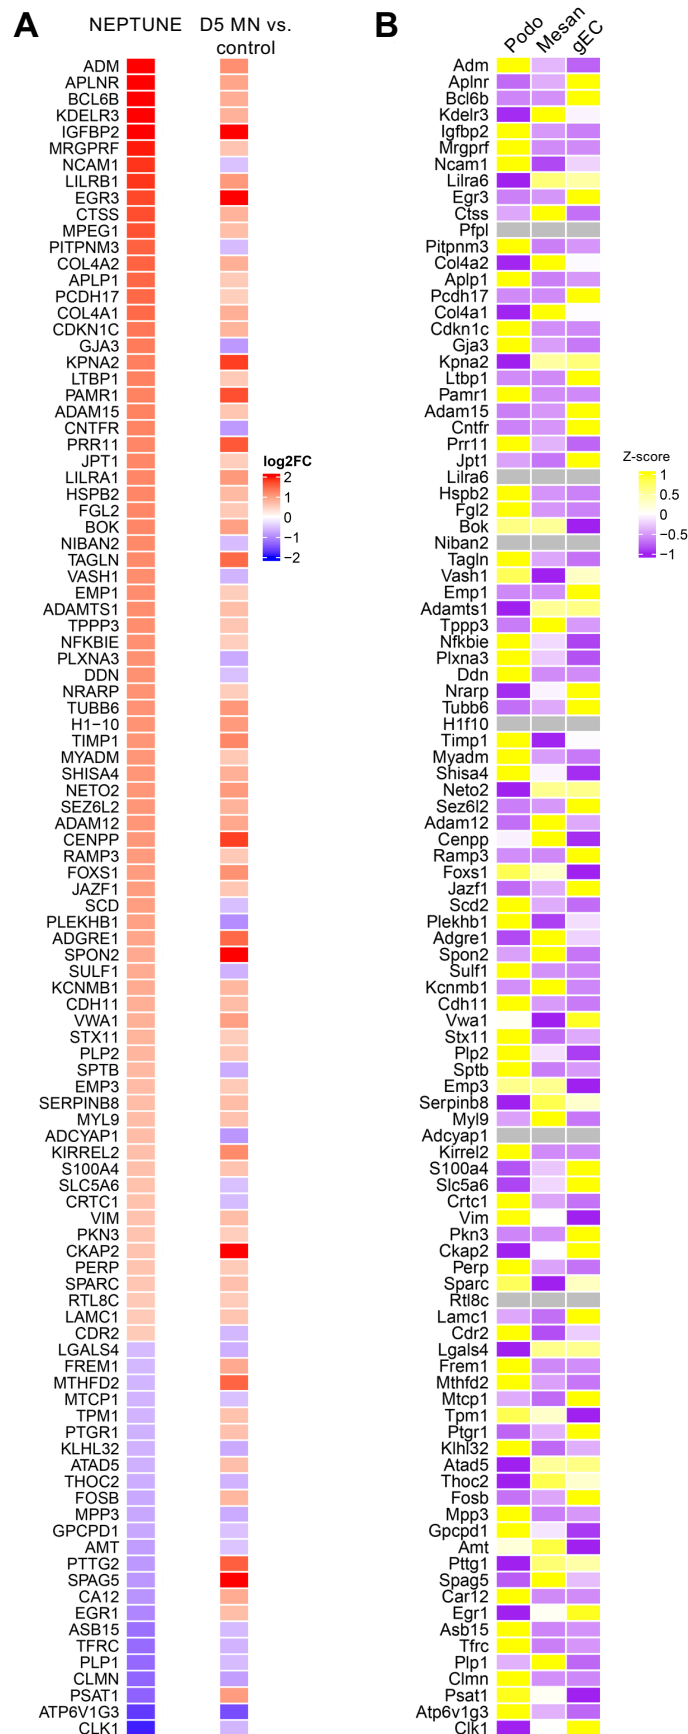

**Supplementary Figure 3. Mapping of differentially expressed genes (DEGs) in MN models to transcriptomic profiles of MN patients.** (A) Heatmap displaying common DEGs identified in glomeruli from day 5 MN mouse model and MN patients (glomerular microarray data from NEPTUNE cohort, GSE200828). The color range represents the log<sub>2</sub>FC by comparison of day 5 MN model vs. control, or MN patients vs. healthy control. (B) Heatmap showing the relative expression (Z-score) of common DEGs from (A) across major glomerular cell types in a single-cell RNA-seq dataset (PMID: 32651223). Genes not detected in scRNA-seq dataset are shown in grey. Podo: podocytes, Mesan: mesangial cells, gEC: glomerular endothelial cells.

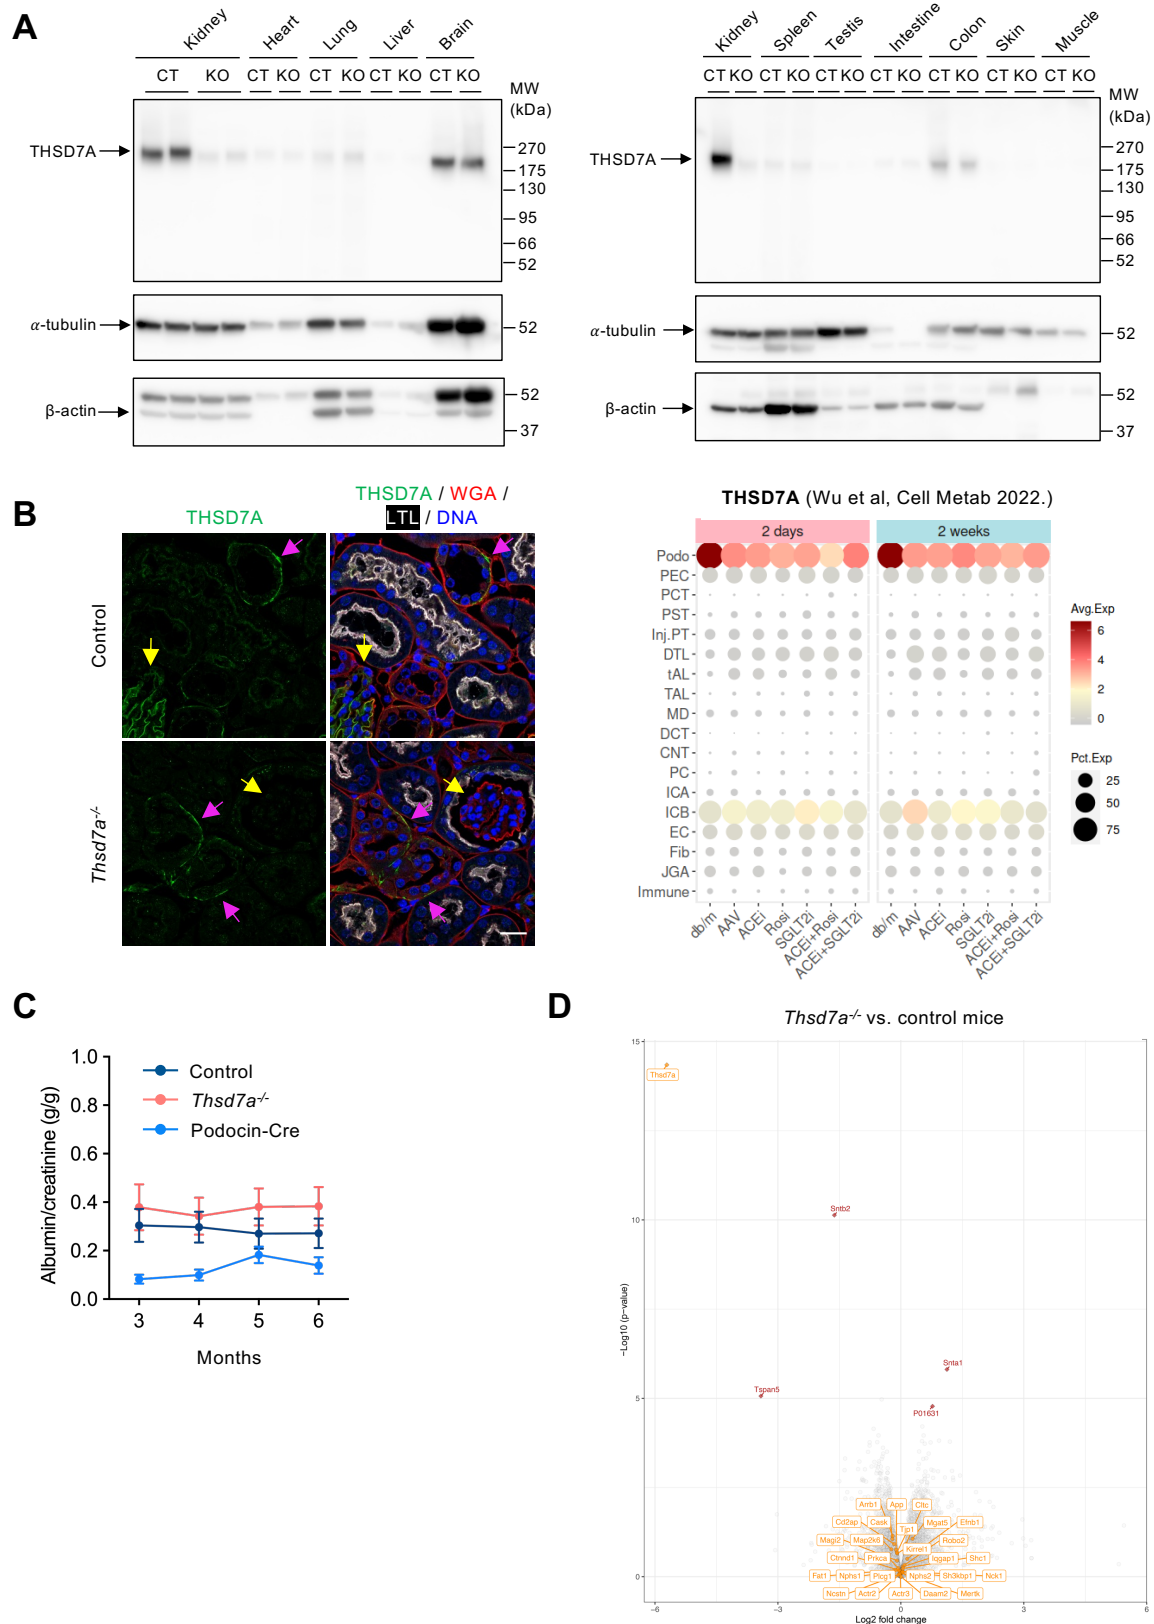

**Supplementary Figure 4. Basal characterization of *Thsd7a*<sup>-/-</sup> mice.** (A) Immunoblotting analysis for THSD7A levels in different organ lysates from control (CT) and *Thsd7a*<sup>-/-</sup> mice.  $\alpha$ -tubulin and  $\beta$ -actin were used as internal control proteins. (B) Representative immunofluorescence staining for THSD7A (green), WGA (red) and LTL (white, a marker of proximal tubules) in control and *Thsd7a*<sup>-/-</sup> mice (left panel). Pink arrows point at expression of THSD7A in tubules, and yellow arrows indicate the glomeruli (bar = 20  $\mu$ m). Dot plot showing the relative *Thsd7a* expression in single nucleus RNA-seq (snRNA-seq) datasets from kidneys of diabetic kidney disease mouse models and control mice (Wu et al, Cell Metab 2022, plot generated from website <https://humphreyslab.com/SingleCell/>) (right panel). (C) Albuminuria as measured by albumin-to-creatinine ratio (g/g) from the age of 3 to 6 months in control, *Thsd7a*<sup>-/-</sup> and podocin-Cre mice. Data are presented as mean  $\pm$  SEM, n=22-23 in control and *Thsd7a*<sup>-/-</sup> group (same values as in Figure 2E), n=7-8 in podocin-Cre group. (D) Volcano plot of proteomic differential expression analysis generated from isolated glomeruli of control and *Thsd7a*<sup>-/-</sup> mice (n=6 per group). X-axis represents the log<sub>2</sub> fold change (FC) of label-free quantification intensity of proteins comparing *Thsd7a*<sup>-/-</sup> with control mice, and y-axis indicates the -log<sub>10</sub> P-value. Red colored proteins meet the significance threshold (limma moderated t-test, BH-adjusted P-value < 0.05, |log<sub>2</sub>FC| > 0.5), and slit diaphragm proteins are highlighted by orange color dots.

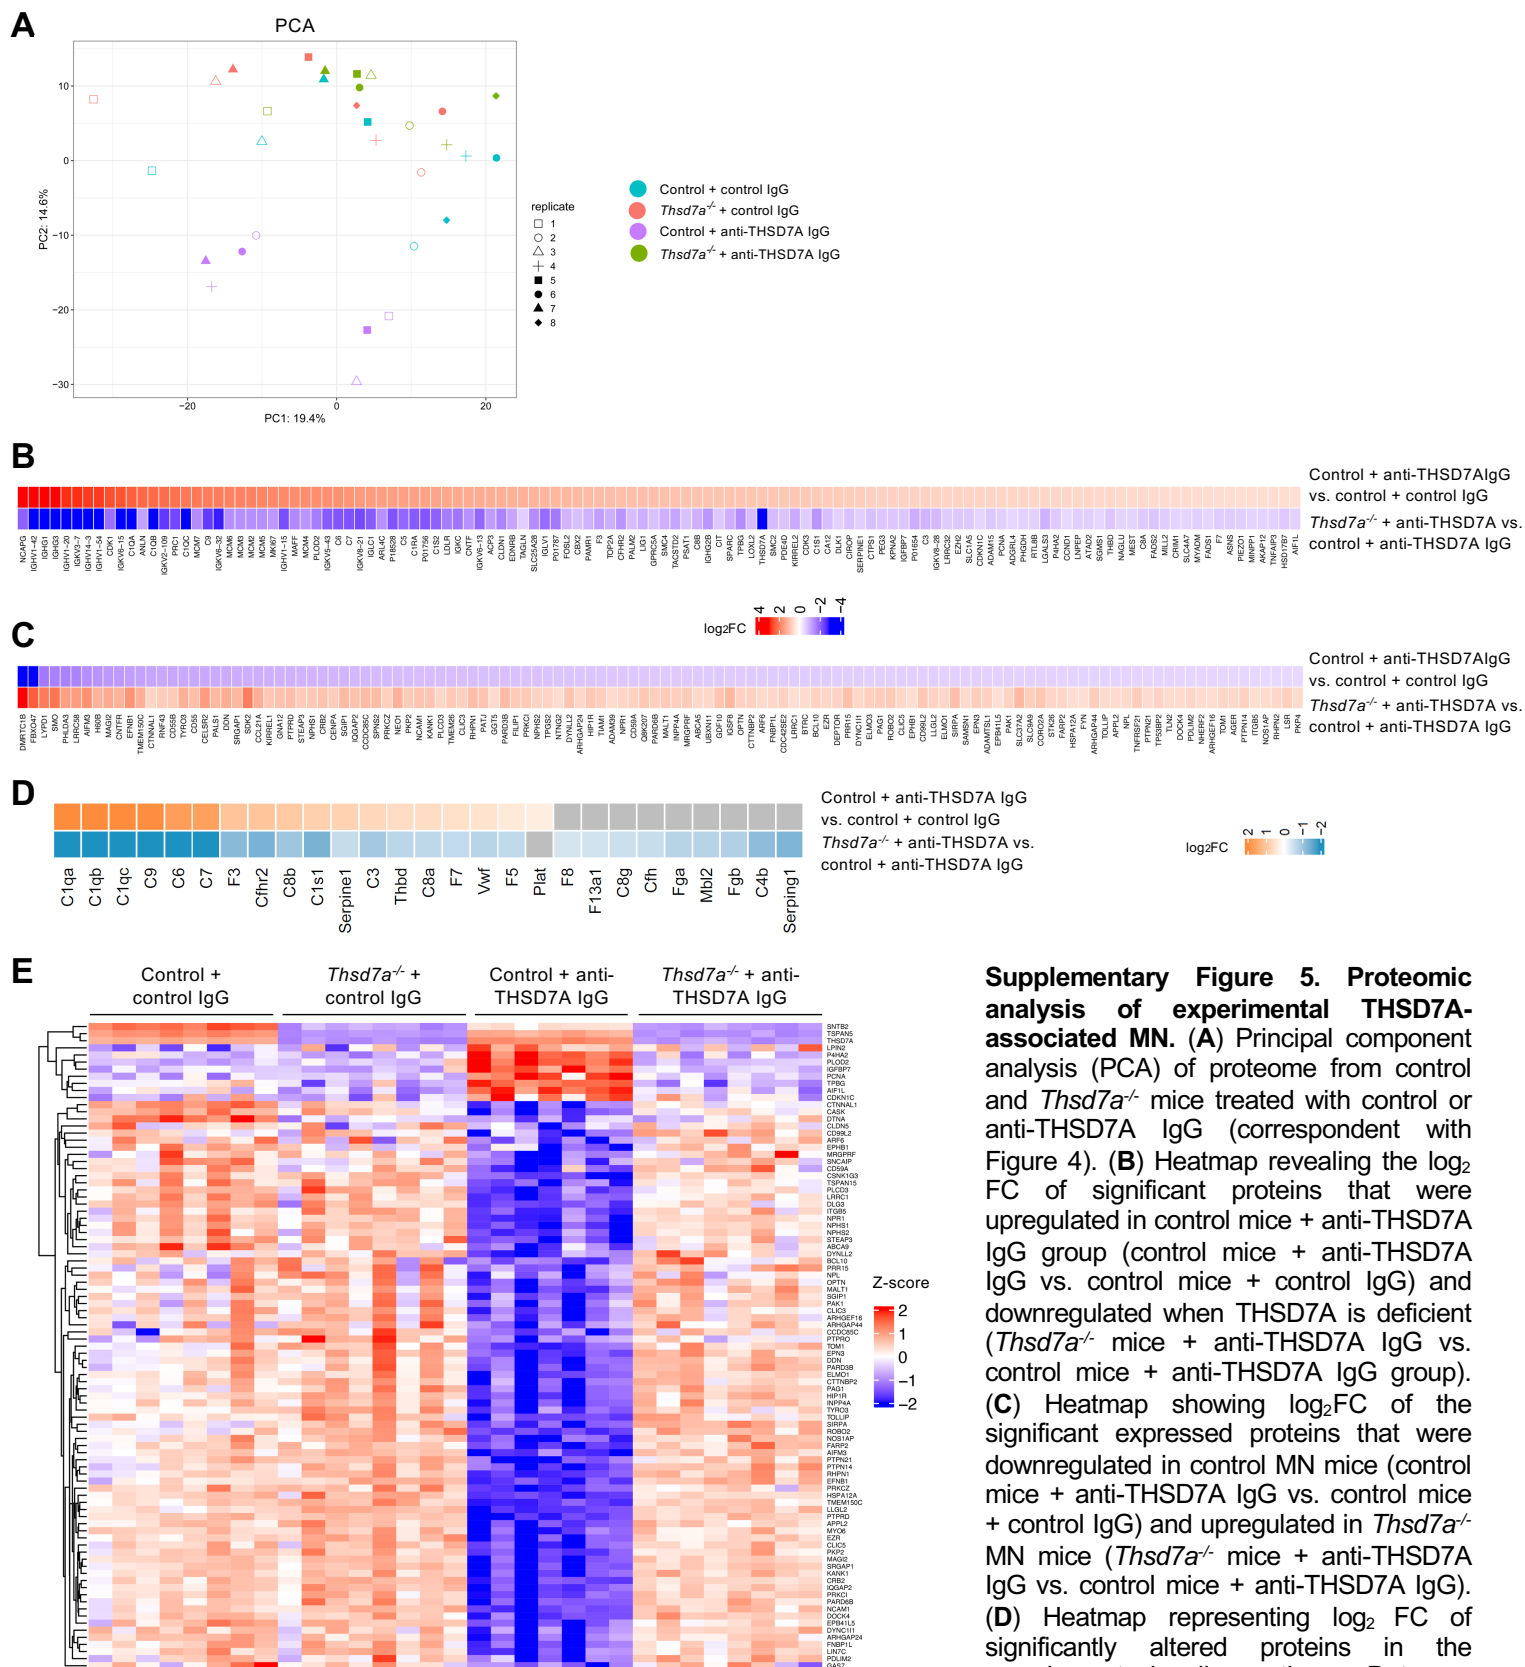

**Supplementary Figure 5. Proteomic analysis of experimental THSD7A-associated MN.** (A) Principal component analysis (PCA) of proteome from control and *Thsd7a*<sup>-/-</sup> mice treated with control or anti-THSD7A IgG (correspondent with Figure 4). (B) Heatmap revealing the log<sub>2</sub> FC of significant proteins that were upregulated in control mice + anti-THSD7A IgG group (control mice + anti-THSD7A IgG vs. control mice + control IgG) and downregulated when THSD7A is deficient (*Thsd7a*<sup>-/-</sup> mice + anti-THSD7A IgG vs. control mice + anti-THSD7A IgG group). (C) Heatmap showing log<sub>2</sub>FC of the significant expressed proteins that were downregulated in control MN mice (control mice + anti-THSD7A IgG vs. control mice + control IgG) and upregulated in *Thsd7a*<sup>-/-</sup> MN mice (*Thsd7a*<sup>-/-</sup> mice + anti-THSD7A IgG vs. control mice + anti-THSD7A IgG). (D) Heatmap representing log<sub>2</sub> FC of significantly altered proteins in the complement signaling pathway. Data are from proteomic comparisons of control mice + anti-THSD7A IgG vs. control mice + control IgG, and *Thsd7a*<sup>-/-</sup> + anti-THSD7A IgG vs. control + anti-THSD7A IgG group. (E) Heatmap showing the relative protein expression (Z-score) of podocyte specific proteins in proteome of control and *Thsd7a*<sup>-/-</sup> mice treated with control or anti-THSD7A IgG.

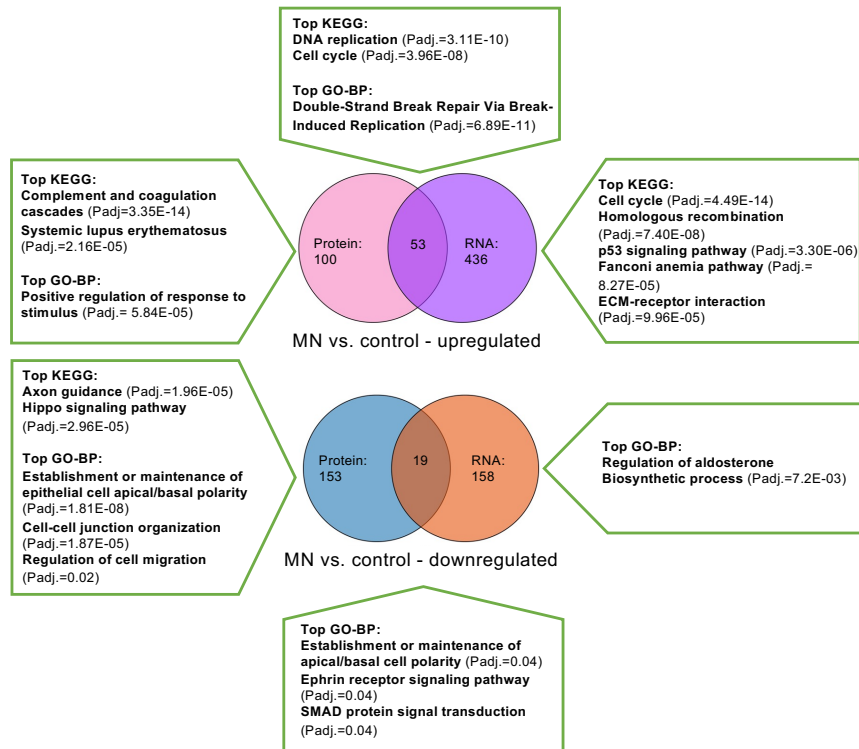

**Supplementary Figure 6. Integrated analysis of transcriptome and proteome.** Venn diagrams showing the overlap and distinction of upregulated (top panel) and downregulated (bottom panel) differentially expressed genes and proteins between transcriptomic and proteomic datasets, and pathway enrichment analysis of the common and unique genes using Enrichr.

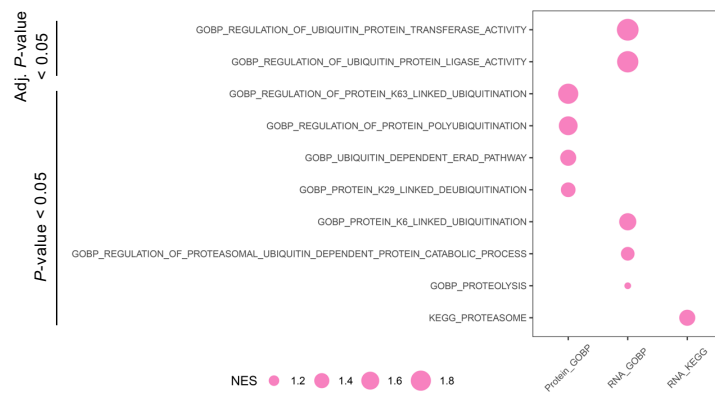

**Supplementary Figure 7. Proteolysis pathway enrichment.** Functional enrichment analysis in transcriptomics and proteomic datasets using fgsea reveals significantly enriched protein degradation pathways in MN vs. control mice (adjusted  $P$ -value < 0.05 or  $P$ -value as indicated relatively).

How the deposited data were processed for this re-analysis (not part of the article)

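Glomeruli were isolated from mice injected with 2 mg of control rabbit IgG (n = 5) or of rabbit anti-THSD7A IgG and collected at day 1 (n = 4) or day 5 (n = 4), and their RNA was sequenced, 1 library per mouse. The authors assigned the reads to transcripts with Kallisto against GRCm39 and deposited TPM values, with 1 value per gene symbol and library. The deposited TPM are rescaled within each library and not between libraries. Read counts were not used here, so the depth of each library was unknown, and no interval or detection floor based on counts was given. The authors tested counts with DESeq2.

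Groups were taken from the sample labels and the paper. Control mice formed 1 group, since the day of each control mouse is not given by the labels or the paper's text. Replicate numbers come from the sample titles and label different animals, so they were used as a pairing in an alternative only. TPM were divided by median-of-ratios factors computed over 15772 genes above 0 in every library, 0.5 was added, and log2 was taken. Genes with a TPM of at least 1 in at least 4 libraries were tested, 14322 of 35967. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment within each contrast. Calls required an adjusted p-value under 0.05 and an absolute log2 fold change above 0.5. Gene sets, written from symbol patterns and marker lists, were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over 40 tests of 20 sets at both days. The tests of the difference between the days were adjusted separately. Principal components were taken from the 500 genes with the highest variance, and distances between group centroids on components 1 and 2 were tested by exact one-sided permutation.

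Genes were named by a rule set beforehand. It covers genes that the Results text names in a statement about transcripts, genes shown in the figures, members of the sets, and the 5 largest changes in each direction and at each day among called genes whose libraries did not overlap. Genes of the figures and sets are mostly summarised by number and direction, and some of them are named. The lists were read from the figures by eye. Some genes under this rule are not reported here. The lists are the paper's own calls on these libraries. Coordinates come from the GENCODE annotation of GRCm39. A single locus was found for 13935 of the tested symbols (97.3%), 5 of them through an older symbol. Paralogs of *Gm14288* were found with BLAST+ 2.17.0 at an identity of at least 90% over at least 50% of its transcript. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

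Alternatives covered pseudocounts of 0.1 and 1, TPM without further scaling, quantile normalization, no filter on low TPM, a TPM of at least 1 in every library, eBayes without the trend, only the 2 compared groups in the fit, the replicate number as a block, array quality weights, the adjusted p-value alone, fry in place of camera, all tested genes in the principal components, and leaving out each library in turn. Each comparison was repeated over other splits of the libraries, at most 100 of them. The procedure was tested on simulated values of the 14322 genes. Of 200 genes changed in the simulation, 174 were called, 92% of those changed by 2 log2 units and 82% of those changed by 1, and 1 unchanged gene was called. With no change simulated, 0 genes were called and 0 of 40 set tests passed. Simulated genes were independent of each other, which real genes are not, so the set tests were also repeated over splits of the real libraries. The proteomics, the human data, the single-cell data and the qPCR values were not analysed here.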

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

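The tests of podocyte share, tissue digestion, female tissue, the joint movement of tubular scores and a mislabelled control library were chosen after the result was seen. The other tests were written before their own values were computed, though after a first run of the main comparison. The main design and its alternative settings were chosen before the data were examined, apart from the tubular covariate.

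A library lay far from the others of its group, by a gap test that picks about 1 in 20 groups by chance, for 13 of 186 combinations of a named gene and a group, against 9.3 expected by chance. Control replicate 2 was apart for *Magi2* (85.0 TPM), *Tnfrsf12a* (27.8), *Crct1* (0.206) and *Gm14288* (0.00344). Other control libraries were apart for *Dynll2* (562, replicate 3), *Maff* (7.86, replicate 4) and *Mcm5* (6.54, replicate 5). Day 1 MN libraries were apart for *Crct1* (0.549, replicate 1), *Klf4* (185, replicate 2), *Ncapg2* (2.69, replicate 2) and *Tagln* (208, replicate 4). Day 5 MN replicate 1 was apart for *Adamtsl2* (38.8) and *Tfrc* (3.03). For *Crct1*, the other libraries of both groups were at 0 TPM, so any value above 0 would have been picked, and the number expected by chance does not allow for this. The number is near that expected, and no explanation was tested for the genes taken separately.

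*Gm14288* was near 0 in all control libraries and not in MN libraries. Summed with the 39 of its paralogs that the table lists, it differed between MN and control by -0.0566 on the log2 scale (exact two-sided permutation test over 1287 splits, p = 0.346). The sums lay between 269.8 and 327.9 TPM and *Gm14288* reached at most 3.72, so this sum cannot show a shift of reads between paralogs. The rule for this test was changed after its value was seen for that reason. Among 36 tested genes within 2 Mb, 7 had an unadjusted p under 0.05, 19.4% against 17.6% of other genes (Fisher's exact test, p = 0.826), and 26 of them are among the paralogs. A haplotype that differs between the mice was not supported by these neighbours. The pattern cannot be told apart from reads shared with paralogs.

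In control replicate 4, chromosome Y transcripts were low for *Ddx3y* (16.3 TPM), *Eif2s3y* (12.4), *Kdm5d* (4.33) and *Uty* (4.58), and in day 5 MN replicate 3 *Ddx3y* was high (60.7). These are 5 of 30 combinations of a chromosome Y gene and a group. *Eif2s3y* was lower still in day 5 MN replicate 2 (6.94 TPM), which the gap test did not pick. A low value of *Eif2s3y* alone was therefore not particular to control replicate 4. In that day 5 library, *Ddx3y* (52.0 TPM), *Kdm5d* (10.2) and *Uty* (14.9) lay well above their values in control replicate 4. The joint decrease of these transcripts was seen in control replicate 4 only. X-linked genes that escape inactivation differed by -0.0156 on the log2 scale between control replicate 4 and the other controls, which gives no sign of female tissue. Control replicate 4 was the far control library for 150 tested genes, against 96, 135, 273 and 348 for the others, so the library as a whole did not stand apart. Apart from female tissue, no biological explanation was tested.

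Day 5 and day 1 MN libraries were compared directly. They differed in 259 genes, and their centroids lay 25.2 apart (exact one-sided permutation test, p = 0.0286, the smallest possible). Of 35 splits of these 8 libraries, 1 of 35, the real split, gave as many genes, and 1 of 8 among those that part as many same-numbered pairs. Of 62 genes followed singly, 30 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, from 4.3e-05 to 0.0425), and *Adam10*, *Cdc42bpg* and *Dynll2* among them lay under the fold change threshold that the 259 passed. Cell cycle genes were higher at day 5, with log2 differences of 3.69 for *Ube2c*, 3.52 for *Pimreg*, 3.25 for *Prc1*, 3.20 for *Pbk*, 2.97 for *Anln*, 2.84 for *Cdk1*, 2.26 for *Top2a*, 2.05 for *Ncapg*, 1.86 for *Mcm6*, 1.71 for *Ncapg2*, 1.25 for *Mcm5*, 1.10 for *Smc2*, 0.90 for *Mcm2*, 0.84 for *Wdhd1*, 0.64 for *Smc4*, 0.61 for *Mcm4* and 0.54 for *Mcm7*. Also higher were *Crct1* (3.91), *Cdsn* (0.96), *Tagln* (0.86), *Adam12* (0.68), *Plod2* (0.60), *Adamts9* (0.58) and *Adam10* (0.27). Lower at day 5 were *Gm49744* (-2.29), *Pvalb* (-1.38), *Tfrc* (-1.31), *Mgat5b* (-1.22), *Cdc42bpg* (-0.35) and *Dynll2* (-0.30).

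Of the sets, 13 differed between the days by limma's camera. Median log2 differences were 1.75 for G2 and M phase genes, 0.70 for S phase genes, 0.43 for repair genes, 0.42 for ADAMTS and ADAMTS-like genes, 0.29 for matrix metalloproteinases, 0.20 for ADAM genes, 0.20 for macrophage and leukocyte markers, 0.19 for extracellular matrix-receptor genes, 0.13 for glomerular endothelial markers, 0.11 for mesangial markers and 0.0759 for ubiquitin-conjugating enzymes. Proximal tubule (-0.81) and distal nephron markers (-0.80) were lower at day 5. With the tubular marker score as a covariate, *Tfrc* no longer passed (adjusted p = 0.321, log2 difference -0.83, limma). A condition on the fold change was added to this test after its value was known, and the *Tfrc* difference cannot be told apart from tubular carry-over.

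Tubular markers, which the paper does not analyse in the transcripts, were higher at day 1 than in control mice, with medians of 0.76 for proximal tubule and 0.65 for distal nephron markers, and all 25 and 18 genes higher. Across the 13 libraries, with group means removed, the proximal and distal scores moved together (Pearson r = 0.661, permutation p = 0.0134, Spearman rho = 0.731, permutation p = 0.00652). Without control replicates 5 and 2, r was 0.633. This is consistent with varying amounts of tubular tissue among the isolated glomeruli. Whether MN itself raised these transcripts was not tested, and 13 of 100 splits of the libraries gave a camera p as small for proximal and 6 for distal markers.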

How the results depend on the processing

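The covariate made of tubular markers was chosen after seeing the data. The list of gene and set values followed here was drawn up after a first run over 62 genes followed singly and 20 sets at both days had been seen, and holds values that the text prints. In that full run, 77 of 3784 values changed direction, 11 of them among the values on the list and 66 among 22 values that are not on it. *Kirrel* and *Efnb1* at day 1, which the slit diaphragm plot shows, are not on it. None of those 22 had an adjusted p under 0.05, 20 were of day 1, and the largest was 0.17 on the log2 scale.

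The day 1 count of 13 genes depended most on the settings. It was 6 without a filter on low TPM (all 6 among the 13), 7 without the trend, 2 with only the compared groups in the fit, and from 3 (without MN day 1 replicate 1) to 217 (without control replicate 5, 209 higher, 10 of the 13 kept) across the fits that each left out 1 library. It was 0 with the tubular covariate, where 1164 genes had an unadjusted p under 0.05. The shared count of 11 was 6 without the filter, 6 without the trend, 1 with only the compared groups, 0 with the tubular covariate, and from 2 (without MN day 1 replicate 1) to 20 (without control replicate 5) with a library left out. The day 5 count of 460 was 876 on the adjusted p-value alone and otherwise stayed within 1.5 times its value. The count between day 5 and day 1 was 259. It was 153 (109 higher) for genes with a TPM of at least 1 in every library, 414 (193 higher) with only the compared groups, 115 (111 higher) with the tubular covariate, and from 184 to 435 (220 higher) with a library left out, against 202 higher of 259. The slit diaphragm count was from 2 to 4 of 12, with 4 without control replicate 2. Of 40 set tests, 20 passed with camera and 10 with fry, against 15 to 22 under the other settings that kept every library. The PCA distances were recomputed with all tested genes, other pseudocounts, other scalings and each library left out, and kept their side of 0.05 under these settings. They were not recomputed with other filters on low TPM. The causes of these changes were not tested, apart from control replicate 5 and the tubular score.

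With the replicate number as a block, 149 genes were called at day 1 (144 higher, 10 of the 13 kept). Same-numbered libraries did not deviate together, with mean correlations of 0.00648, 0.0146 and -0.0213 for the comparisons, and they are different animals. Control replicate 5 has no same-numbered MN library, so this block takes it out of the fold changes, which equal those without that library.

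Directions changed for values near 0. For a set, this means the direction of its camera test, which can change while the median keeps its sign. Proximal tubule markers at day 5 had a median of -0.06, 0.22 with the replicate block, and -0.22 to 0.22 with a library left out (adjusted p = 0.0226 to 0.880 over the settings, limma's camera or fry). Distal nephron markers had a median of -0.0533, 0.0360 with the replicate block, and -0.183 to 0.0756 with a library left out. Without MN day 5 replicate 1 the direction also changed, at a median of -0.0676. Calpains had a median of -0.0136, -0.0184 without the filter and -0.0598 with the block, and the direction changed in both. S phase genes at day 1 had a median of 0.0314, 1.9e-04 with the block, and -0.0102 to 0.0802 with a library left out. The change for proximal tubule markers came from taking out control replicate 5, which had the highest proximal score of the control libraries (7.21 against 5.48 to 6.19). For the other sets the cause was not tested.

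Of the other values, named genes lost significance in 109 and gained it in 7 comparisons with a library left out, and in 49 and 3 under other settings. Sets lost it in 18 and gained it in 3, and in 19 and 2 under other settings. No scaling moved the median of all genes by more than 0.05 on the log2 scale. The unknown depth leaves the precision of genes with low TPM unknown.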

Differences from the paper's values

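The paper gives 57 differentially expressed transcripts at day 1, and 13 were called here. The paper gives 50 upregulated at day 1, and 8 were called here. None of the alternatives set before the data were examined came within 1.5 times the paper's counts, with totals from 2 to 217 and upregulated counts from 2 to 209.

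At day 5, the paper gives 177 in a statement taken here as the downregulated transcripts, and 113 were called here. Counts still lower than the paper's but within 1.5 times of it came with TPM without further scaling (133), quantile normalization (123), array quality weights (128), without control replicate 2 (132) and without MN day 5 replicate 4 (123), and not with the other alternatives set before the data were examined. The paper gives 26 genes dysregulated at both time points, and 11 were found here. A count within 1.5 times of the paper's came without control replicate 5 (20) and with no other alternative set before the data were examined.

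The paper's Supplemental Figure 2A shows about 48% of the variance on principal component 1 and about 25% on principal component 2, read by eye, against 16.6% and 10.6% here. Figure 1G, read by eye, shows log2 fold changes of about 9 for *Gm14288* at day 1 and about 9 at day 5, against 2.46 and 2.39 here. For *Cdsn* it shows about 2.9 at day 1 and about 4.1 at day 5, against 1.32 and 2.28. For *Crct1* at day 5 it shows about 7.8, against 4.09. None of the alternatives set before the data were examined brought these values within 1.5 times (variance) or 1 standard error (fold changes) of the paper's. *Gm14288*, *Crct1* and *Cdsn* have control TPM under the 0.5 added before the logarithm, so their fold changes here depend on that amount. Over the alternatives they lay between 1.73 and 4.51 for *Gm14288* at day 1, between 1.67 and 4.40 at day 5, between 0.89 and 2.26 for *Cdsn* at day 1, between 1.68 and 3.44 at day 5, and between 3.23 and 6.10 for *Crct1*.

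The paper lists *Magi2* among the lower transcripts at day 5. It was not called here, and it was called with array quality weights, without control replicate 2, without MN day 1 replicate 4, and with the tubular covariate, which was chosen after seeing the values. *Smc4* was called at day 5 without control replicate 2, control replicate 4 or MN day 5 replicate 4. *Mcm7* was called at day 5 under no setting. *Adam10* (log2 fold change 0.32) had an adjusted p under 0.05 in all 23 alternatives and was called in none, and *Adam17* was called in none (limma with Benjamini-Hochberg adjustment). Of the 32 podocyte genes listed as lower, 22 were called, and 18 to 27 under the alternatives.

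Of the genes that Figure 1J lists for both days, *Klf4* was called at day 1 with the replicate block, array quality weights, without control replicate 5 and without MN day 1 replicate 3. *Tnfaip3*, *Tfrc* and *Fgfbp1* were called at day 1 without control replicate 5. *Adamts9* and *P2ry2* were called at day 1 with the replicate block and without control replicate 5, and *Magi1* with the replicate block. No setting called *Egr3*, *Adamtsl2*, *Slc29a4*, *Arl4c*, *Gm20390*, *Lmntd1* or *Peli3* at day 1, or *Fosb*, *Lmntd1* or *Tfrc* at day 5. *Pde1b* did not pass the filter on low TPM, and without that filter it was not called.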

Other observations

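The tests of podocyte share, tissue digestion and a mislabelled control library were chosen after the result was seen, and so was the choice of control replicate 5.

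Other splits of the libraries were compared with the real ones. For day 1 MN against control, 3 of 100 splits gave at least 13 genes. Of the 16 splits that part as many same-numbered pairs, 2 of 16 did, and the other gave 307 genes with control replicate 5 placed among the day 1 libraries. For day 5 MN against control, 1 of 100 splits gave at least 460 genes, the next giving 150, and 1 of 16 of the paired kind. For the shared genes, 2 of 100 pairs of splits gave at least 11. The number of sets past 0.05 was reached by 41 of 100 splits and 9 of 16 of the paired kind at day 1, and by 8 of 100 and 1 of 16 at day 5. Splits other than the real ones gave a median of 5 sets at day 1 and 7 at day 5, so the number of sets carries little weight, and with 16 splits a share under 0.05 cannot be reached.

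GC content and transcript length were removed from each library's values. Of the 13 day 1 calls, 12 stayed, and of the 452 day 5 calls with a value, 419 stayed. The fit removed was small (median SD 0.0334 across libraries, median log2 fold change ratio 0.971 at day 1 and 0.983 at day 5), so little bias of the fitted form was found and bias of another form was not tested. With the tubular marker score as a covariate, 442 of the 460 day 5 calls stayed and 0 of the 13 day 1 calls did, with 1164 genes at an unadjusted p under 0.05. The median log2 fold change ratio of the 13 was 1.00 while the median standard error ratio was 1.42, and all 13 had an unadjusted p under 0.05. The prediction for carry-over, that most calls would be lost, was written after a first run of the main comparison and before this test, and it was met at day 1. The condition on the fold change, which this test applies to the day 1 calls, was added after the count of 0 was known. Taken separately, *Pvalb*, itself a distal nephron marker in the score, kept 0.57 of its fold change, *Tnfrsf12a* 0.78 and *Lrtm2* 0.87, and the other 10 lay between 0.98 and 1.20. Carry-over may contribute to *Pvalb* and *Tnfrsf12a*, and the other calls were lost mainly through larger standard errors.

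Leaving out control replicate 5 raised the day 1 count to 217 genes. On the 20 genes called at both days without it, this library lay at 0.229 of the way from the other controls to the day 1 MN libraries, which goes against a mislabelled MN library. On the 217 genes it lay at 1.21, and on tubular markers at 1.26. With the tubular covariate, 0 of the 217 stayed (log2 fold change ratio 0.286, 899 genes at an unadjusted p under 0.05). A candidate explanation is tubular tissue in this library. It had the highest tubular score of the controls, 5.79 against 4.48 to 5.29. This came from the proximal score (7.21), while its distal score (3.81) lay under that of control replicate 4 (4.04), which goes against carry-over of all tubular segments alike. This is a hypothesis found and tested on the same libraries.

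Of the podocyte markers outside Figure 1H, 15 of 30 were lower at day 5. Figure 1H was drawn from these libraries, so leaving its genes out takes lower genes away before the count, and this test cannot decide on a smaller podocyte share of the RNA. Of all 42 markers, 18 were higher, and 2 were called as higher and 4 as lower. The median of the 42 was -0.0636 (adjusted p = 0.0421, limma's camera), and 57 of 100 splits gave a camera p as small. Heat-shock genes had a median of -0.32 at day 1, in the opposite direction to a response to tissue digestion, which may otherwise raise immediate-early genes. In 40 of 100 splits the camera p of this set was as small as in the real one, so its decrease carries little weight. The depth of the libraries was unknown, and a difference in depth between the groups could not be tested.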
